# Ikaros cooperates with Notch activation and antagonizes TGFβ signaling to promote pDC development

**DOI:** 10.1371/journal.pgen.1007485

**Published:** 2018-07-12

**Authors:** Jérôme Mastio, Célestine Simand, Giovanni Cova, Philippe Kastner, Susan Chan, Peggy Kirstetter

## Abstract

Plasmacytoid and conventional dendritic cells (pDCs and cDCs) arise from monocyte and dendritic progenitors (MDPs) and common dendritic progenitors (CDPs) through gene expression changes that remain partially understood. Here we show that the Ikaros transcription factor is required for DC development at multiple stages. Ikaros cooperates with Notch pathway activation to maintain the homeostasis of MDPs and CDPs. Ikaros then antagonizes TGFβ function to promote pDC differentiation from CDPs. Strikingly, Ikaros-deficient CDPs and pDCs express a cDC-like transcriptional signature that is correlated with TGFβ activation, suggesting that Ikaros is an upstream negative regulator of the TGFβ pathway and a repressor of cDC-lineage genes in pDCs. Almost all of these phenotypes can be rescued by short-term in vitro treatment with γ-secretase inhibitors, which affects both TGFβ-dependent and -independent pathways, but is Notch-independent. We conclude that Ikaros is a crucial differentiation factor in early dendritic progenitors that is required for pDC identity.

## Author summary

Dendritic cells (DCs) are an important component of the immune system, and exist as two major subtypes: conventional DCs (cDCs) which present antigen via major histocompatibility class II molecules, and plasmacytoid DCs (pDCs) which act mainly as producers of type-I interferon in response to viral infections. Both types of DCs derive from a common dendritic progenitor (CDP), but the genetic pathways that influence their development are not completely understood. A better understanding of these pathways is important, which may lead to protocols for generating specific DCs in culture, depending on the need. In this study, we have discovered important roles for the Ikaros transcription factor in DC development. We found that: (i) Ikaros cooperates with the Notch pathway to promote the development or homeostasis of CDPs; (ii) Ikaros controls pDC differentiation from CDPs through a γ-secretase sensitive pathway; and (iii) Ikaros antagonizes the TGFβ pathway to inhibit cDC differentiation. Our results thus identify Ikaros as a key player in the early steps of DC development.

## Introduction

Dendritic cells (DCs) are essential modulators of the immune response [1]. They can be broadly divided into conventional DCs (cDC), which are required for antigen presentation, and plasmacytoid DCs (pDC), which secrete high quantities of type-I interferon (IFN-α, -β, -ω) upon certain viral infections [2, 3]. cDCs are further divided into cDC1 (CD8^+^) and cDC2 (CD11b^+^) subsets. Both DC lineages develop in the bone marrow. Monocyte and dendritic progenitors (MDPs) are the earliest known DC precursors, and they give rise to monocytes and common dendritic progenitors (CDPs) [4–6]. In turn, CDPs differentiate into pDCs and pre-cDCs, the latter of which migrate to the periphery to become cDCs. The molecular circuits regulating DC cell fate have been intensively studied, and some transcriptional regulators (Ikaros, E2.2, PU.1, IRF8, GFI1, NFIL3, BATF3, BCL11a) and canonical signaling pathways (TGFβ, Notch, Wnt) have been identified [3, 7–12]. However, the relationships and interactions between these players remain unclear, and this is important to understand if we wish to manipulate DC function.

Deficiency of the Ikaros zinc finger DNA-binding protein and tumor suppressor, encoded by the *Ikzf1* gene, is associated with profoundly impaired DC development. Mice homozygous for a dominant-negative (dn) *Ikzf1* mutation lack all cDCs, while animals with a null mutation predominantly lack cDC2s [13]. In contrast, mice carrying the hypomorphic Ik^L/L^ mutation show a selective block in bone marrow (BM) pDC development, leading to an absence of peripheral pDCs, although cDCs appear normal [14]. These studies highlight the sensitivity of the DC lineages to Ikaros levels, where pDC development requires more Ikaros function than cDCs. In man, patients with germline *IKZF1* mutations also exhibit reduced pDC, but not cDC numbers, indicating a conserved role for Ikaros in DC development [15]. Interestingly, *IKZF1* deletions are associated with blastic plasmacytoid dendritic cell neoplasms (BPDCN), a malignancy of pDC precursors with poor prognosis [16–18]. Thus Ikaros is required for DC development, but little is known about its molecular mechanisms.

Here we show that Ikaros deficiency leads to multiple defects in pDC and cDC development. In particular, Ikaros is required for CDP development, where it antagonizes TGFβ function to promote pDC differentiation. We further show that Ikaros cooperates with Notch pathway activation to support the homeostasis of DC progenitors. Lastly, we show that a transient incubation of bone marrow cells with γ-secretase inhibitors rescues pDC development from WT and Ikaros-deficient BM progenitors, revealing a potentially novel way to enhance pDC function.

## Results

### Ikaros is required for CDP differentiation

To determine how pDC differentiation is affected by Ikaros deficiency, we evaluated DC progenitor populations in Ik^L/L^ mice. Ik^L/L^ cells express functional Ikaros proteins at ~10% of WT levels, and although Ik^L/L^ mice die from Notch-dependent T cell leukemias at 4–6 months of age, the animals studied (6–8 weeks of age) showed no signs of transformation (normal CD4/CD8 profiles, T cell receptor chain usage, Notch pathway activation) [19–21].

Successive stages of DC development were analyzed, which included BM Lin^-^Sca1^-^CD135^+^ cells, containing CD117^hi^CD115^+^ MDPs and CD117^lo^CD115^+^ CDPs, as well as the more downstream BM CD11c^+^CD317^+^ pDCs and CD11c^+^CD135^+^MHCII^-^CD172a^-^ pre-cDCs, and splenic cDCs (Fig 1) [4–6, 22]. In the BM, CDP numbers were significantly increased and pDC and pre-cDC numbers were significantly decreased in Ik^L/L^ mice, suggesting that Ik^L/L^ DC differentiation is blocked at the CDP stage (Fig 1A–1C, 1E and 1F). In the spleen, Ik^L/L^ animals had no detectable pDCs, as previously reported [13, 14], fewer cDC2s, but similar numbers of cDC1s compared with WT (Fig 1D and 1G). Thus Ikaros deficiency results in the specific accumulation of BM CDPs.

**Fig 1:**
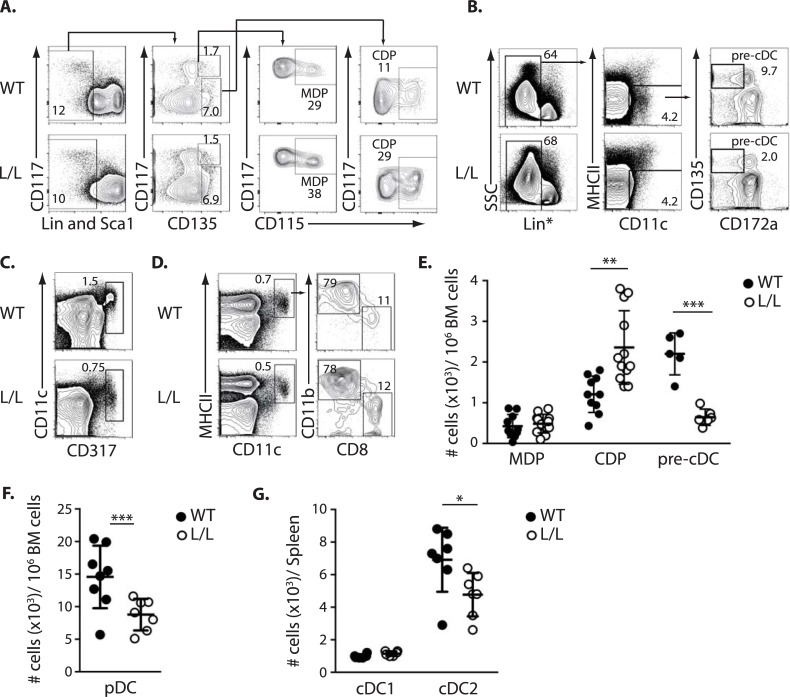
Ikaros regulates DC progenitor development. **(A)** Representative analysis of MDPs, CDPs, **(B)** pre-cDCs, and **(C)** pDCs from Ik^L/L^ (L/L) and WT BM, by flow cytometry. **(D)** Representative analysis of splenic cDCs (CD11c^+^MHCII^+^). **(E)** Relative numbers of BM MDPs, CDPs and pre-cDCs (as gated in A and B), **(F)** BM pDCs (as gated in C), and **(G)** splenic cDCs (as gated in D). Mean±SD of 4–12 animals per group. *p≤0.05; **p≤0.01; ***p≤0.001 (Student’s t-test).

### The Notch pathway is activated in Ikaros-deficient pDCs

We previously observed in a genome-wide study that genes associated with the Notch pathway (eg. *Hes1*, *Ptcra*, *Uaca*) are upregulated in the BM pDCs of Ik^L/L^ mice [14]. Higher Hes1 and Ptcra mRNA levels were confirmed by RT-qPCR (Fig 2A). To determine if Ikaros deficiency results in Notch activation throughout pDC development, we crossed Ik^L/L^ mice with animals carrying a *Hes1-GFP* knock-in (KI) reporter [23]. Total BM cells from Ik^+/+^ (WT) and Ik^L/L^ Hes1-GFP KI mice contained similar frequencies of GFP^+^ cells (mostly CD19^+^ B cells) (Fig 2B and 2C). In contrast, GFP^+^ cells were nearly absent in WT BM pDCs, but they were present in a fraction of Ik^L/L^ pDCs (7–35%). Ik^L/L^ GFP^+^ pDCs were mostly SiglecH^+^CCR9^lo^, suggesting an immature phenotype (Fig 2D) [24, 25]. CCR9^lo^ pDCs from WT Hes1-GFP KI mice did not express GFP. These data indicated that the *Hes1* locus, and perhaps the Notch pathway, are ectopically activated during pDC development in the mutant mice.

**Fig 2:**
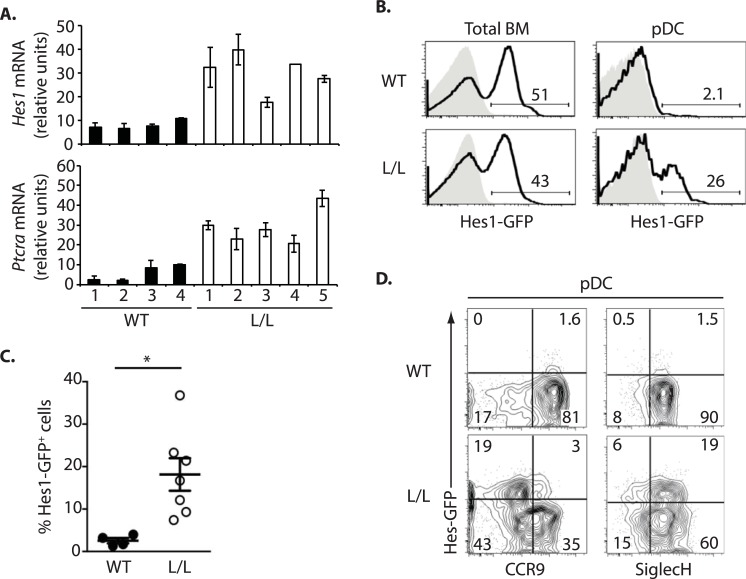
Notch pathway activation in Ik^L/L^ pDCs. **(A)** *Hes1* and *Ptcra* mRNA expression in BM pDCs from 4 WT and 5 (Ik^L/L^) mice, as analyzed by RT-qPCR and normalized to *Hprt* mRNA levels (mean±SD of triplicate data). (**B)** GFP reporter expression (black line) in total BM cells and BM pDCs (CD11c^+^CD317^+^) from Hes1-GFP^+^ WT and Ik^L/L^ mice, by flow cytometry. Grey histograms correspond to control cells from mice lacking the Hes1-GFP reporter. **(C)** Percentage of GFP^+^ BM pDCs (CD11c^+^CD317^+^) from Hes1-GFP^+^ WT and Ik^L/L^ mice, as analyzed in (B). *p≤0.05 (Student’s t-test). **(D)** CCR9 and SiglecH vs. GFP expression in BM pDCs from Hes1-GFP^+^ WT and Ik^L/L^ mice. Representative of 3 independent experiments.

### γ-secretase inhibitors rescue Ik^L/L^ CDP differentiation in vitro and in vivo

To determine if ectopic Notch activation interferes with pDC differentiation in Ik^L/L^ mice, we first blocked Notch signaling in Flt3L-supplemented cultures of total BM cells, using a γ-secretase inhibitor (GSI, Compound E) [26, 27]. As γ-secretase is required to cleave and activate ligand-bound Notch receptors, GSIs are potent inhibitors of Notch function. In the absence of GSI (DMSO), WT cultures generated robust numbers of CD11c^+^CD137^+^CD11b^-^ pDCs over an 8-day period, while Ik^L/L^ cultures did not (Fig 3A). Strikingly, GSI treatment significantly enhanced WT pDC differentiation, and rescued pDC development in the Ik^L/L^ cultures to levels of WT cells. This occurred early, as GSI treatment at day 0 was both necessary and sufficient to rescue Ik^L/L^ pDC development (Fig 3B and 3C). Similar results were obtained with other GSI compounds (DAPT and MRK003). In addition, early GSI treatment resulted in an increase in total cell numbers (Fig 3D), which correlated with an expansion of immature CD11c^-^ cells, particularly in the Ik^L/L^ cultures (Fig 3B). The pDCs produced in the GSI-treated cultures were more immature, and expressed low levels of CCR9 and Ly49Q (Fig 3E); B220 levels, however, remained unchanged after GSI treatment. Importantly, the GSI-rescued WT and Ik^L/L^ pDCs expressed mRNA for *Ifna* following TLR9 stimulation in vitro with CpG ODN 1885 (Fig 3F), suggesting functionality. Because GSI treatment at day 0 of culture was sufficient to induce differentiation, GSI was added only once at the onset of culture in subsequent experiments.

**Fig 3:**
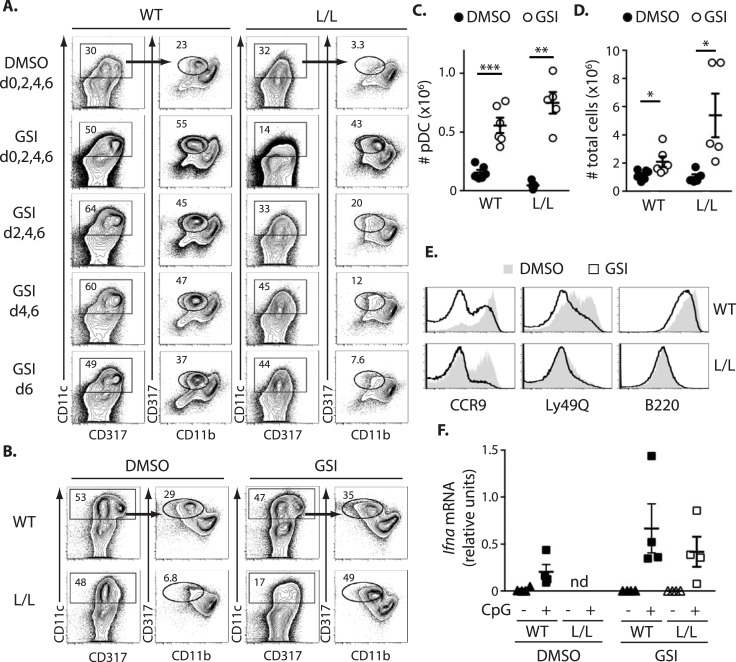
Inhibition of γ-secretase rescues Ik^L/L^ pDC differentiation in vitro. **(A)** Percentage of CD11c^+^CD317^+^CD11b^-^ pDCs after 8 days of Flt3L-supplemented WT and Ik^L/L^ BM cultures, treated with GSI or vehicle (DMSO) at the indicated days of culture. Representative of >5 independent experiments. **(B)** Percentage of pDCs from Flt3L-supplemented WT and Ik^L/L^ BM cultures, treated with GSI or DMSO at day 0 and analyzed at day 8. **(C, D)** Numbers of pDCs (C) and total cell numbers (D) obtained from cultures described in (B). *p≤0.05; **p≤0.01; ***p≤0.001 (Student’s t-test). **(E)** CCR9, Ly49Q and B220 expression on pDCs cultured as in (B). Representative of 3 independent experiments. **(F)** RT-qPCR analysis of *Ifna* expression induced from pDCs after in vitro culture. WT and Ik^L/L^ pDCs were sorted at d8 of culture, after GSI treatment at day 0, and stimulated for 16h with CpG ODN 1585. *Ifna* mRNA levels were measured by RT-qPCR and normalized to *Ubb* mRNA. nd: not done.

To identify the DC progenitor cells sensitive to GSI, we co-cultured WT and Ik^L/L^ total BM cells, purified Lin^-^Sca1^-^ cells, MDPs or CDPs (all CD45.2^+^), with CD45.1^+^ supporting WT BM cells, in the presence of GSI and Flt3L, for 8 days (Fig 4A). The ability of the different CD45.2^+^ populations to give rise to pDCs was evaluated. GSI treatment consistently increased pDC differentiation from Ik^L/L^ CDPs (Fig 4B). On the contrary, GSI did not affect WT MDPs (2 out of 3 experiments) and CDPs, even though it enhanced pDC development from total WT BM cells. We also analyzed Lin^-^Sca1^-^CD117^lo^CD135^+^CD115^-^ cells ("CD115^-^ CDPs") in these assays, as they were reported to contain pDC-specific precursors [28], even though they existed in similar numbers in WT and Ik^L/L^ BM (S1A and S1B Fig); GSI did not affect the pDC production from either WT or Ik^L/L^ CD115^-^ CDPs (S1C and S1D Fig), and these cells were not studied further. These results therefore suggested that Ikaros negatively regulates a γ-secretase-sensitive pathway mainly in (CD115^+^) CDPs.

**Fig 4:**
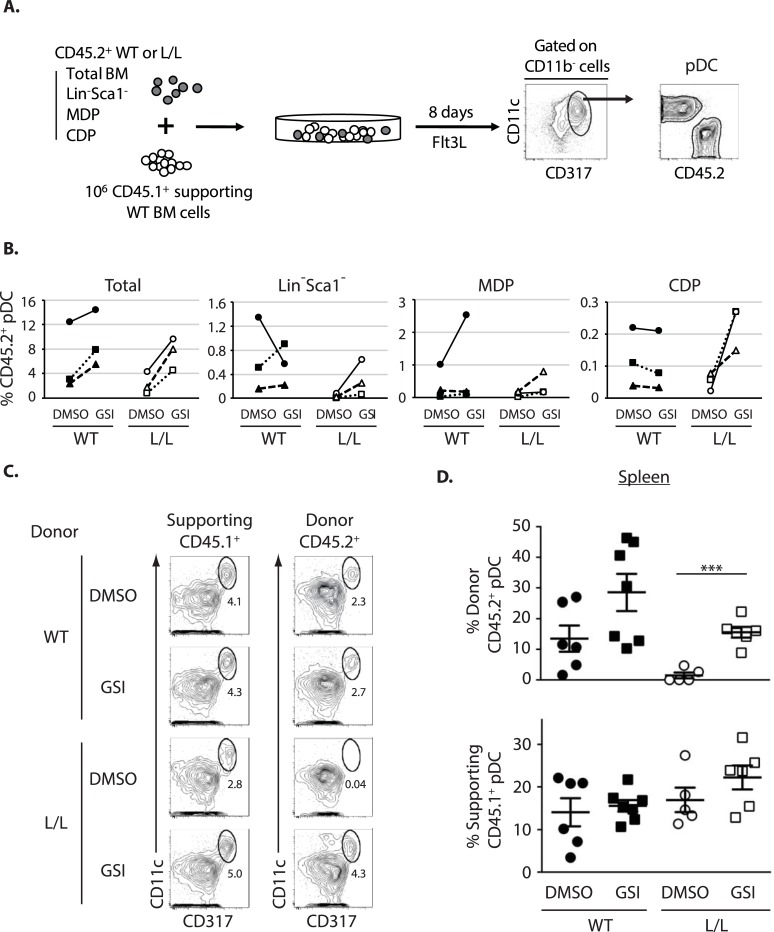
GSI acts on DC progenitors and rescues Ik^L/L^ pDC maturation in vivo. **(A)** Experimental scheme: the indicated cell populations from WT or Ik^L/L^ BM (CD45.2^+^) were cultured with supporting C57BL/6^CD45.1^ (CD45.1^+^) WT BM cells. Cultures were treated with GSI or DMSO at d0, and the percentage of CD45.2^+^ pDCs were analyzed at d8. **(B)** Percentage of CD45.2^+^ pDCs (CD11c^+^CD317^+^CD11b^-^) after 8 days of co-culture. Data from cells of the same mouse treated with DMSO or GSI were connected by lines. Data from 3 independent experiments. **(C)** Representative analysis of splenic pDCs from CD45.2^+^ WT or Ik^L/L^ BM cells, cultured with Flt3L in the presence or absence of GSI for 2d, and then transplanted (2x10^5^ cells per recipient) into lethally-irradiated CD45.1^+^CD45.2^+^ recipient mice, in the presence of supporting CD45.1^+^ WT BM cells (2x10^5^ cells). The presence of pDCs was analyzed 9 days after transplantation. Representative of 2 independent experiments, 2–4 animals per condition per experiment. **(D)** Frequency of splenic CD45.1^+^ and CD45.2^+^ pDCs (CD11c^+^CD317^+^CD11b^-^) in the recipient mice, as described in (A). ***p≤0.001 (Student’s t-test).

To determine if transient GSI treatment rescues Ik^L/L^ pDC development in vivo, we adoptively transferred GSI-treated BM cells into recipient mice. WT and Ik^L/L^ BM cells (CD45.2^+^) were cultured with Flt3L and GSI for 2 days, and then transplanted into irradiated hosts (CD45.1^+^CD45.2^+^) along with CD45.1^+^ supporting WT BM cells. BM and spleen cells were analyzed 9 days later for CD45.2^+^ pDCs (Fig 4C and 4D). In the BM, Ik^L/L^ cells generated few CD11c^+^CD137^+^CD11b^-^ pDCs, regardless of GSI treatment (S2 Fig). However, in the spleen, GSI-treated Ik^L/L^ cells generated CD11c^+^CD137^+^CD11b^-^ pDCs while the DMSO-treated cells did not (Fig 4C and 4D). WT cells generated slightly more pDCs after GSI treatment compared with DMSO. Importantly, the CD45.1^+^ supporting cells produced similar frequencies of pDCs in all conditions, indicating that GSI treatment enhanced Ik^L/L^ and WT pDC differentiation in a cell-intrinsic manner.

Collectively, our results indicated that γ-secretase inhibitors rescue Ikaros-deficient pDC development in vitro and in vivo.

### GSI promotes CDP differentiation via Notch-independent pathways

Because γ-secretase inhibitors affect other pathways in addition to Notch, we tested the role of Notch activation in pDC development by genetic means. Ik^L/L^ mice were crossed with animals carrying a floxed null allele for *Rbpj* (Rbpj^f/f^), the Notch transcriptional mediator, and the R26-CreERT2 transgene [29, 30]. Ik^L/L^ Rbpj^+/+^ Cre^+^ (Ik^L/L^ RBPJ WT) and Ik^L/L^ Rbpj^f/f^ Cre^+^ (Ik^L/L^ RBPJ KO) mice, along with control animals, were treated with tamoxifen for 5 days to delete *Rbpj*, and analyzed 5 days after the last injection. Deletion was confirmed by Western blot (S3 Fig). BM cells from the tamoxifen-treated mice were cultured with Flt3L for 8 days, in the presence or absence of GSI, and cell expansion and pDC development were studied (Fig 5A and 5B). In these experiments, we reasoned that if GSI rescues pDC development by inhibiting Notch signaling, then (i) *Rbpj* inactivation should mimic the effects of GSI, and (ii) GSI should not have additional effects when *Rbpj* is deleted.

**Fig 5:**
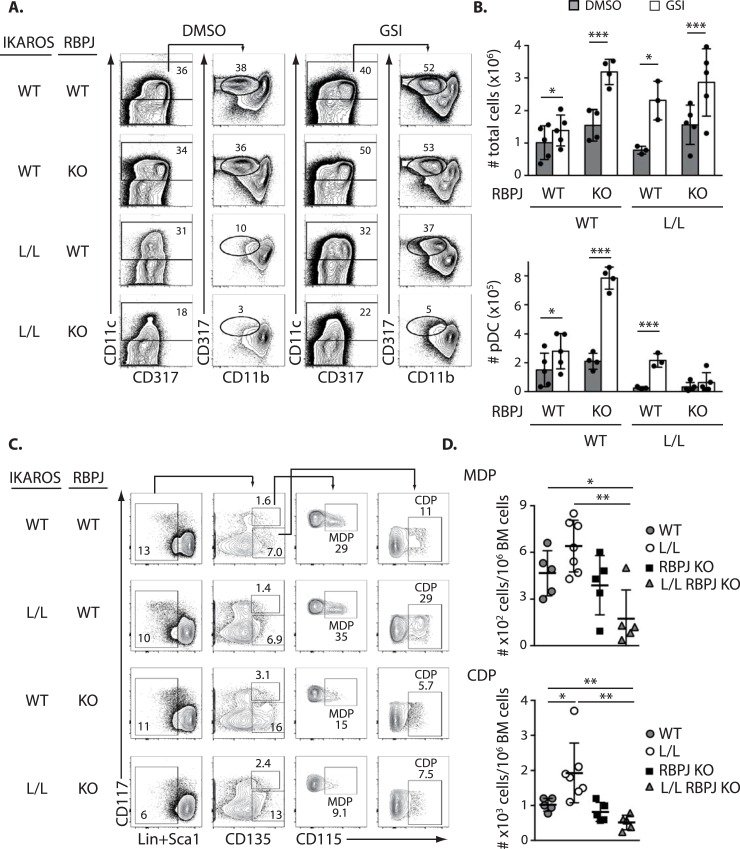
Genetic deletion of RBPJ does not rescue Ik^L/L^ pDC differentiation. **(A)** Representative analysis of Flt3L-supplemented cultures of BM cells from compound mutant mice with Ik^L/L^ and/or RBPJ KO alleles, after addition of DMSO or GSI at day 0. Cultures were analyzed 8d later. **(B)** Numbers of total cells and pDCs obtained from cultures described in (A) (mean±SD from 3–5 mice per genotype; p values were obtained by paired Student’s t-test). **(C)** Analysis and **(D)** relative numbers of MDPs and CDPs from the BM of Ikaros-RBPJ compound mutant mice (representative of 2 independent experiments with 2–5 mice per genotype and per experiment; p values were obtained by Student’s t-test). *p≤0.05; **p≤0.01; ***p≤0.001.

When cell numbers were evaluated, we observed that the samples treated with GSI contained significantly higher numbers of cells, regardless of RBPJ and/or Ikaros status (Fig 5B). This suggested that GSI inhibits the function of pathways other than Notch. Likewise, when pDC development was evaluated (Fig 5A and 5B), *Rbpj* deletion by itself did not enhance the differentiation of Ik^WT^ DMSO-treated cells, indicating that Notch activation is not required to limit pDC development when Ikaros is present. Further, in Ik^WT^ cells, GSI treatment enhanced pDC differentiation in both RBPJ WT and KO conditions, suggesting that GSI enhances pDC differentiation in the absence of Notch. Interestingly, when similar experiments were performed in Ik^L/L^ conditions, GSI treatment rescued pDC development in the RBPJ WT samples, as expected, but no rescue was observed when both RBPJ and Ikaros were mutated. GSI nevertheless still increased total cell numbers in the cultures from the RBPJ-Ikaros double mutant cells, indicating that its effects on pDC differentiation and cell expansion are separable.

To determine why GSI treatment did not rescue pDC development in Ik^L/L^ RBPJ KO BM cultures, we analyzed the BM DC progenitor populations of tamoxifen-treated Ik^L/L^ RBPJ KO mice and littermate controls (Fig 5C and 5D). Specifically, we evaluated the CDP population in the double mutant mice, as GSI rescues Ik^L/L^ CDP differentiation. These experiments revealed that MDPs and CDPs were barely detectable in most of the Ik^L/L^ RBPJ KO BM samples (4 out of 5), while the BM from single mutant mice contained easily recognizable MDP and CDP cells. These results indicated that the GSI target population is absent in the Ik^L/L^ RBPJ KO BM, and suggested that Ikaros and Notch activation cooperate to generate or maintain MDP and CDP cells in the BM.

Collectively, our results demonstrate that GSI treatment inhibits a Notch-independent pathway important for CDP development.

### The TGFβ pathway is activated in Ikaros-deficient CDPs

To further investigate the molecular pathways targeted by Ikaros and γ-secretase in CDPs, we studied the transcriptome profiles of WT and Ik^L/L^ MDPs and CDPs, cultured in the presence or absence of GSI. We used a protocol similar to the one above, and co-cultured CD45.2^+^ WT or Ik^L/L^ MDPs, and CDPs, with supporting CD45.1^+^ WT BM cells. CD45.2^+^ cells were purified after 24h, and their transcriptomes were analyzed by microarray.

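The transcriptomes were measured on 16 Affymetrix Mouse Gene ST arrays, 2 for each of 8 groups. The groups are WT and Ik L/L MDPs and CDPs, each cultured for 24 h with Flt3L and either vehicle (DMSO) or GSI at 5 µM. MDP and CDP here name the cells put into culture. The RNA is from the cells recovered afterwards, whose stage was not measured on these arrays. MDPs give rise to monocytes and DCs, CDPs to DCs alone, and Ik L/L cells carry a hypomorphic allele of Ikaros. The Fig 6 legend gives 2 mice per condition, and neither the text nor the labels say whether arrays with the same replicate number came from the same mouse. The authors summarized the probe signals by RMA in Affymetrix Expression Console 1.4.1, and the deposited values are on the log2 scale. They run from 2.55 to 13.46 and are not centred per gene or per array. Median signals were 4.63 and 4.52 in vehicle-treated WT MDPs, 4.56 and 4.58 in WT CDPs, 4.62 and 4.53 in Ik L/L MDPs, and 4.58 in both arrays of Ik L/L CDPs. With GSI they were 4.65 and 4.56 in WT MDPs, 4.58 and 4.60 in WT CDPs, 4.56 and 4.58 in Ik L/L MDPs, and 4.58 and 4.62 in Ik L/L CDPs. Replicate arrays correlated with r from 0.983 to 0.996 across genes, which are not independent replicates. Of 28188 probe sets, 21789 carried 1 gene symbol, 1621 carried several and 4778 carried no symbol. The 19938 genes with a probe set of their own were tested without a filter on signal, each by its probe set with the highest mean over all arrays. Differences between groups were tested with limma in 1 fit of all 16 arrays, which leaves 8 residual degrees of freedom, and p values were adjusted over all genes by the Benjamini-Hochberg method. All tests were two-sided. The 2 arrays per group limit the precision of every fold change, and an exact permutation test of 2 arrays against 2 cannot give a p below 0.333.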

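Cells recovered from cultured Ik L/L CDPs contained high levels of transcripts that mark mature, migrating DCs. Whether cells still at the CDP stage carried these transcripts was not tested. In vehicle-treated cells, *Fscn1* (probe set 10527158), which encodes the actin-bundling protein of mature DCs, rose 19.3-fold (adjusted p = 1.35e-04 from limma). Its mean log2 signal was 9.34 ± 0.32 (SD, n = 2) in Ik L/L CDPs and 5.06 ± 0.18 (n = 2) in WT CDPs. *Ccr7*, the chemokine receptor that guides mature DCs to lymph nodes, rose 17.9-fold (log2 fold change 4.16, standard error 0.54, adjusted p = 0.00396). The chemokine genes *Ccl22* and *Ccl5* rose 13.2-fold (adjusted p = 1.98e-04) and 11.3-fold (adjusted p = 0.00148). Some granule genes of neutrophils rose in the same comparison. *Ltf*, which encodes lactoferrin, rose by 25.3-fold (standard error 0.54 on the log2 scale, adjusted p = 0.00204) and the antimicrobial peptide gene *Camp* by 13.3-fold (adjusted p = 0.00148). Of 18 measured neutrophil genes, 6 rose when adjusted over all genes, and 13 rose and 2 fell when adjusted over the list alone. Their median log2 fold change was 1.60 (camera adjusted p = 3.09e-13, and adjusted p = 0.0799 with an estimated correlation). The count of 6 was 2 without either array of vehicle-treated WT CDPs or without array 1 of Ik L/L CDPs. The largest rise was 69.2-fold, for *Apol7c*, an apolipoprotein L gene (adjusted p = 0.0130). It lost its call without any 1 of the 4 arrays compared (adjusted p from 0.0530 to 0.102, and from 0.00292 over all 16 arrays left out in turn). In all, 186 genes rose and 49 fell in Ik L/L CDPs, and 1871 had an unadjusted p under 0.05. By fold change alone, 983 genes differed by over 1.5-fold between Ik L/L CDPs and both vehicle-treated WT populations, 610 of them higher and 373 lower in Ik L/L CDPs, and 210 of the 983 passed limma's test. Simulated arrays without any difference between groups, in which genes vary independently of each other, gave 99.3 such genes on average (range 75 to 128 over 200 simulations). The 186 risen genes were 84 without array 2 of WT CDPs and 105 without array 2 of Ik L/L CDPs, both vehicle-treated. The 49 fallen genes were 96 without array 1 and 4 without array 2 of WT CDPs, 14 without array 1 and 11 without array 2 of Ik L/L CDPs. They were 30, 27 and 32 without an array of vehicle-treated Ik L/L MDPs, GSI-treated Ik L/L MDPs and GSI-treated Ik L/L CDPs. A fit of the 4 compared arrays alone called 4 genes and limma's treat against 1.5-fold called 56, all of them higher in Ik L/L CDPs. A term for the replicate number gave 117 fallen genes.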

In the vehicle-treated samples, 963 genes were differentially expressed >1.5-fold between Ik^L/L^ CDPs and all WT populations (Fig 6A). 

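Antigen presentation genes were among those higher in vehicle-treated Ik L/L MDPs than in WT MDPs. *H2-Ab1* (probe set 10444291), which encodes the beta chain of the MHC class II molecule I-A, was 13.6-fold higher (adjusted p = 0.0102 from limma). Its mean log2 signal was 10.54 ± 0.52 (SD, n = 2) against 6.77 ± 0.03 (n = 2) in WT MDPs. *H2-Aa*, *H2-Eb1* and the invariant chain gene *Cd74* rose 14.8-fold, 11.9-fold and 12.2-fold (adjusted p = 0.0138 for each), and *Mrc1*, the mannose receptor of macrophages and DCs, rose 10.4-fold (adjusted p = 0.0125). Of 9 measured MHC class II genes, 4 rose over all genes and 5 rose when adjusted over the list alone. The median was 0.96 (camera adjusted p = 7.70e-14, and adjusted p = 0.0508 with an estimated correlation). Some neutrophil genes moved with them, with 2 of 18 higher over all genes and 9 when adjusted over the list alone. Their median was 0.98 (adjusted p = 0.120 with an estimated correlation), and *Ltf* was 12.9-fold higher (adjusted p = 0.0424). *Fscn1* and *Traf1*, an adaptor of TNF receptor signaling, were higher in Ik L/L CDPs. Their genotype effects in CDPs exceeded those in MDPs by 15.5-fold (log2 difference 3.95, standard error 0.45, adjusted p = 0.00977) and 5.80-fold (adjusted p = 0.0233). Of 26 measured mature DC genes, 4 had a genotype effect that was higher in CDPs over all genes and 18 when adjusted over the list alone. Their median difference was 1.16 (camera adjusted p = 1.31e-38, and adjusted p = 0.0147 with an estimated correlation). It ran from 0.99 to 1.33 with each array left out in turn, while the count of 18 fell without some of them. The MHC class II genes had a positive median difference of 0.25 but a negative mean of -0.88. Camera called them lower (adjusted p = 0.0485, and adjusted p = 0.679 with an estimated correlation), a call lost without 12 of the 16 arrays (adjusted p up to 0.250). The differences for *H2-Aa* and *H2-Ab1* were -2.99 and -2.91 (adjusted p = 0.308 and 0.138). In MDPs 21 genes rose and 0 fell at an adjusted p under 0.05 (879 at an unadjusted p under 0.05), and 16 of the 21 also rose in CDPs, where independent lists would share 0.196. The genotype effect itself differed between CDPs and MDPs for 21 genes, all with the higher value in CDPs (691 at an unadjusted p under 0.05). Of the 983 genes over 1.5-fold in Ik L/L CDPs, 260 or 26.4% were also over 1.5-fold in Ik L/L MDPs in the same direction. The 95% exact Clopper-Pearson interval was 23.7% to 29.3% over genes, which are not independent. Simulated arrays with no genotype effect in MDPs, in which arrays and genes vary independently of each other, gave 6.20% (range 4.29% to 8.28%). K-means clustering into 4 clusters placed 373 genes in a cluster lower in Ik L/L CDPs (mean log2 difference -0.90 in CDPs and -0.25 in MDPs), and 410 in a higher cluster (0.91 and 0.31). The other clusters, of 104 and 96 genes, were higher in CDPs by 1.61 and 2.06, and also higher in MDPs (0.98 in the latter). Without any 1 of the 4 vehicle-treated MDP arrays the 21 risen genes fell to 0 for either WT array, 7 for array 1 and 2 for array 2 of Ik L/L cells. *H2-Ab1* then lost its call without array 1 (adjusted p = 0.166) or 2 (0.0880) of WT MDPs and array 2 of Ik L/L MDPs (0.102, range 7.15e-04 to 0.166), as did *H2-Eb1*, *Cd74* and *Mrc1*, and *H2-Aa* also without array 1 of Ik L/L MDPs (highest adjusted p 0.181). *Ltf* kept its call without only 2 of the 16 arrays (adjusted p from 0.0275 to 0.351). The 21 interaction calls fell to 0 and 5 without array 1 or 2 of WT MDPs and to 3 and 5 without those of Ik L/L MDPs. They were 8 and 10 without array 2 of WT or Ik L/L CDPs and 11 without either GSI-treated Ik L/L MDP array. *Fscn1* passed the test of that difference without 12 of the 16 arrays (adjusted p from 0.00439 to 0.0654) and *Traf1* without 8 (from 0.0155 to 0.149). For the mature DC list the camera call with an estimated correlation was lost without array 1 (adjusted p = 0.0515) or 2 (0.0712) of WT MDPs, array 1 of Ik L/L MDPs (0.0583) or array 2 of WT CDPs (0.0601), all vehicle-treated.

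**Figure D1:**
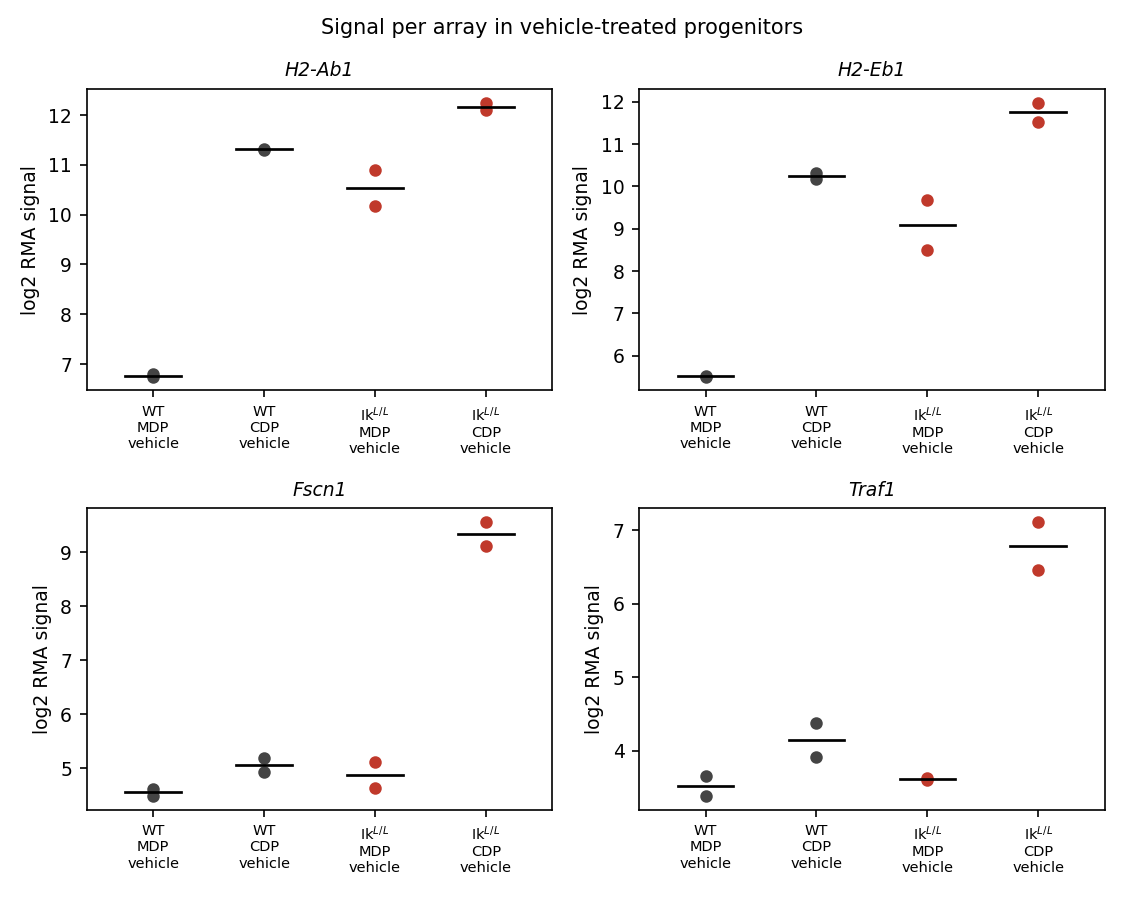
Log2 RMA signal of *H2-Ab1*, *H2-Eb1*, *Fscn1* and *Traf1* in each array of the 4 vehicle-treated groups, with bars at the group means. The MHC class II genes are lowest in WT MDPs, and *Fscn1* and *Traf1* are highest in Ik L/L CDPs.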

Approximately 30% of these genes were deregulated in both Ik^L/L^ MDPs and CDPs (clusters III and IV), and 70% were deregulated only in the Ik^L/L^ CDPs (clusters I and II). To determine how these genes are expressed during WT DC development, we compared their levels of expression in Ik^L/L^ CDPs with those in WT progenitors and mature DC populations, as reported by the ImmGen Compendium (GSE15907), using unsupervised clustering [7]. 

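Genes that DCs express on maturation were higher in Ik L/L CDPs as a group. All 26 measured mature DC genes had a higher mean in vehicle-treated Ik L/L CDPs than in WT CDPs. Of these, 13 rose at an adjusted p under 0.05 from limma over all genes (22 when adjusted over the list alone). *Serpinb6b*, a serine protease inhibitor, rose 19.9-fold (8.59 ± 0.47 against 4.27 ± 0.42, mean log2 signal ± SD, n = 2 in each group, adjusted p = 1.96e-04 from limma). *Traf1* (probe set 10481949) rose 6.21-fold (standard error 0.24 on the log2 scale, adjusted p = 4.69e-04). The median log2 fold change of the list was 1.28 (camera adjusted p = 2.08e-45, and adjusted p = 0.00857 with an estimated correlation). Both camera calls held without each array in turn. Of 45 genes of cDCs, 5 rose over all genes and 15 when adjusted over the list alone. The median was 0.30 (camera adjusted p = 1.66e-12, and adjusted p = 0.0267 with an estimated correlation). The 5 were *Ly75*, the endocytic receptor DEC-205, at 4.58-fold (adjusted p = 5.78e-04), the lectin gene *Clec4a4* at 5.27-fold (adjusted p = 0.00323), *Traf1*, *Relb* and *Anpep*. *Anpep* was named after its values were seen. All 9 MHC class II genes had a higher mean. Of these, 0 passed limma's test over all genes (7 at an unadjusted p under 0.05) and 6 rose when adjusted over the list alone. The median was 0.90 (camera adjusted p = 3.23e-08, and adjusted p = 0.0799 with an estimated correlation). Among 23 genes of pDCs, only *Cd209d*, a C-type lectin, rose over all genes (7.22-fold, adjusted p = 0.00214). In the list 2 genes rose when adjusted over the list alone. The median was 0.05 (camera adjusted p = 0.237, and adjusted p = 0.735 with an estimated correlation). The pDC marker *Siglech* (probe set 10553559) had a mean log2 signal of 7.46 ± 0.28 in Ik L/L CDPs and 7.54 ± 0.05 in WT CDPs (adjusted p = 0.988). *Spib*, a transcription factor of pDCs, had a log2 fold change of 2.31 (standard error 0.53, adjusted p = 0.0769). By the 1.5-fold criterion against both WT populations, 23 of the 26 mature DC genes, 16 of the 45 cDC genes, 8 of the 9 MHC class II genes and 5 of the 23 pDC genes were higher. In the pDC list 1 gene was lower. The cDC list shares 10 genes and the mature DC list 6 genes with other lists. In the same cells the neutrophil calprotectin gene *S100a9* rose 2.71-fold (12.66 against 11.22 in WT CDPs, adjusted p = 0.0204). This call was lost without any 1 of the 4 compared arrays (adjusted p from 0.00918 to 0.132 over all arrays). Adjusted over the list alone, the 15 cDC genes were 8 and 7 without array 1 or 2 of WT CDPs and 6 without array 2 of Ik L/L CDPs. The list's adjusted p with an estimated correlation ranged from 0.0135 to 0.0730, above 0.05 without that array or without either GSI-treated WT MDP array. The 6 MHC class II genes were 1 without either WT CDP array, 3 without array 1 and 0 without array 2 of Ik L/L CDPs. The ImmGen profiles were not used here, so these lists of genes, written from the paper and textbook knowledge, stand in for that clustering.

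**Figure D2:**
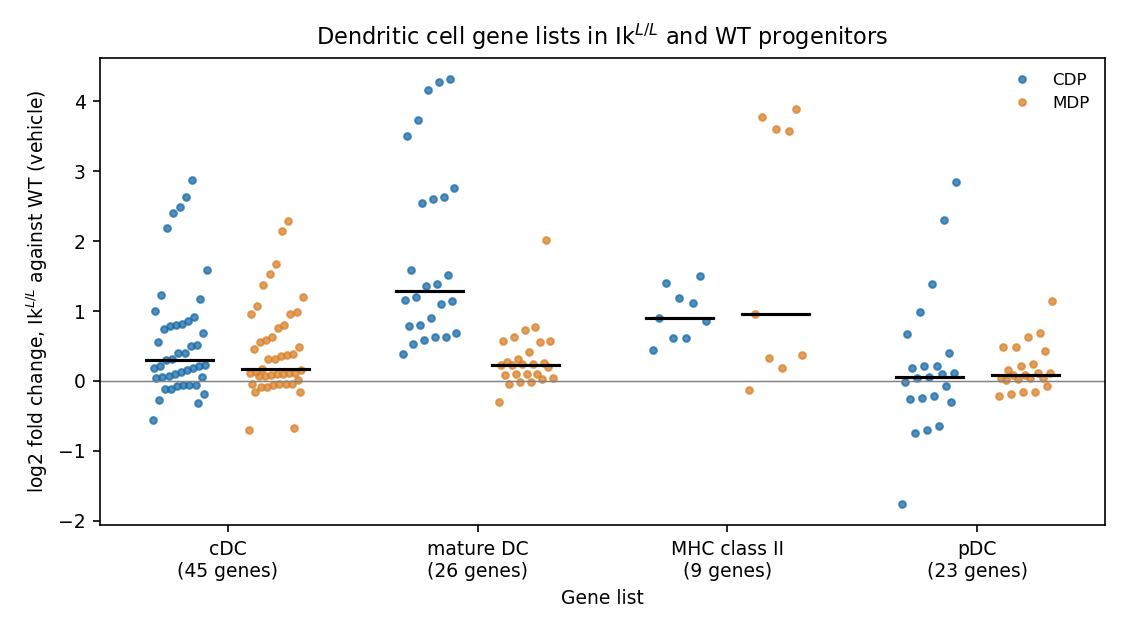
Log2 fold change of each gene, Ik L/L against WT in vehicle-treated cells, for the lists of cDC, mature DC, MHC class II and pDC genes, in CDPs (blue) and MDPs (orange), with a black bar at each median. In CDPs the mature DC genes lie above 0 with a median of 1.28 and the pDC genes around a median of 0.05.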

Interestingly, this revealed that, among the genes up-regulated in Ik^L/L^ CDPs (Fig 6B), the large majority (>70%) were related to mature cDC genes, and not pDCs. The remainder of the genes were DC progenitor-related. In contrast, among the genes down-regulated in Ik^L/L^ CDPs (S4A Fig), most were related to DC progenitor (CMP, MDP, CDP) genes. 

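Some genes of cell division were lower in Ik L/L CDPs. *Ccnb2* (probe set 10594774), which encodes cyclin B2, was 2.61-fold lower in vehicle-treated Ik L/L CDPs (adjusted p = 0.00467 from limma). Its mean log2 signal was 8.28 ± 0.07 (SD, n = 2) against 9.67 ± 0.24 (n = 2) in WT CDPs. The cyclin gene *Ccna2* and the mitotic checkpoint kinase genes *Bub1b* and *Bub1* fell as well (log2 fold changes -1.12, -0.89 and -1.28, adjusted p = 0.0172, 0.0133 and 0.0290). So did *Cdkn3*, a phosphatase of cyclin-dependent kinases (-1.42, adjusted p = 0.00999). Of 30 measured cell cycle genes, 29 had a lower mean in Ik L/L CDPs. Of these, 4 fell over all genes and 13 fell when adjusted over the list alone. The median was -0.88 (camera adjusted p = 7.35e-15, and adjusted p = 0.182 with an estimated correlation). In MDPs the same list had a median of -0.03 (0 genes called by limma and 0 at an unadjusted p under 0.05). Leaving out each array in turn moved that median between -0.28 and 0.17. The difference between the CDP and MDP genotype effects was negative for all 30 genes, and 4 of them passed when adjusted over the list alone. Its median was -0.77 (camera adjusted p = 1.32e-13, and adjusted p = 0.378 with an estimated correlation). With each array left out in turn, this median ran from -1.06 to -0.47, and the count of 4 was not stable. Genes of DC progenitors went both ways, with 14 of 29 higher and 15 lower and a mean log2 fold change of -0.23. Limma called 0 of them over all genes or when adjusted over the list alone, and 6 had an unadjusted p under 0.05 (camera adjusted p = 0.496, and adjusted p = 0.872 with an estimated correlation). This lack of calls did not hold for every array left out. The median of these progenitor genes then ran from -0.13 to 0.04. Their lowest values were those of the myeloid granule enzyme genes *Elane* (log2 fold change -2.31, standard error 0.87, adjusted p = 0.380) and *Mpo* (-2.28, standard error 0.90, adjusted p = 0.425). For both the WT CDP arrays themselves spread widely (7.87 ± 2.45 and 9.76 ± 2.70). The stem and progenitor marker *Cd34* had a log2 fold change of -0.75 (adjusted p = 0.543) and the progenitor receptor gene *Kit* one of 1.19 (adjusted p = 0.680). By the 1.5-fold criterion against both WT populations, 21 of the 30 cell cycle genes and 7 of the 29 DC progenitor genes were lower, and 1 progenitor gene was higher. Both *Elane* and *Mpo* are also neutrophil genes of the list above, of which *Lcn2*, the siderophore-binding lipocalin, was 5.76-fold higher in Ik L/L CDPs (adjusted p = 0.0809). The 13 cell cycle genes lower when adjusted over the list alone were 5 without array 2 of WT CDPs (median -0.48) or array 1 of Ik L/L CDPs (median -0.61). The 4 over all genes were 7 and 0 without array 1 or 2 of WT CDPs and 1 and 2 without array 1 or 2 of Ik L/L CDPs. *Ccnb2* lost its call without array 2 of WT CDPs (adjusted p = 0.0588, range 0.00221 to 0.0588). *Cdkn3* lost its call without array 2 of WT (0.0940) or Ik L/L CDPs (0.0876, range 0.00573 to 0.0940). *Ccna2*, *Bub1b* and *Bub1* lost theirs without array 2 of WT or array 1 of Ik L/L CDPs (adjusted p from 0.108 to 0.193), and *Ccna2* and *Bub1* also without array 2 of Ik L/L CDPs (0.0684 and 0.108). *Bub1* lost it without either GSI-treated Ik L/L MDP array as well (0.0560 for both).

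**Figure D3:**
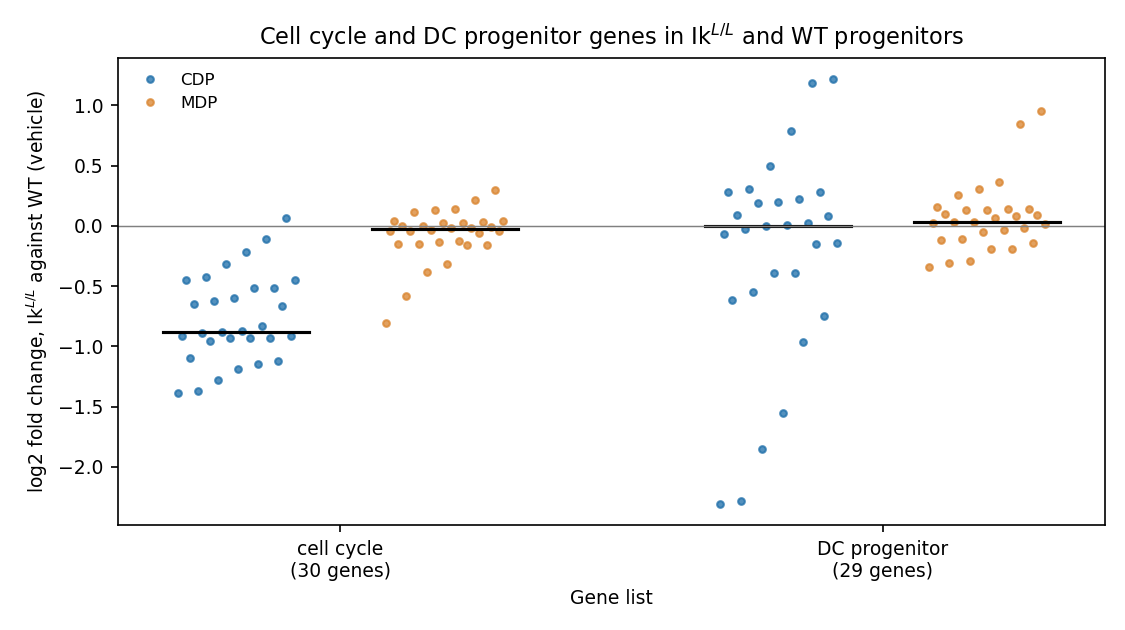
Log2 fold change of each gene, Ik L/L against WT in vehicle-treated cells, for the lists of cell cycle and DC progenitor genes, in CDPs (blue) and MDPs (orange), with a black bar at each median. In CDPs 29 of the 30 cell cycle genes lie below 0, whereas 15 of the 29 DC progenitor genes do.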

Further, gene set enrichment analyses (GSEA) indicated that both the up- and down-regulated genes in the Ik^L/L^ CDPs correlated with those normally expressed in WT cDCs (S4B Fig). Thus, Ikaros is required to repress the premature expression of cDC-associated genes in CDPs. 

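Apart from those of neutrophils, few markers of other blood lineages passed the test between Ik L/L and WT CDPs. The genes that passed in vehicle had the same sign with GSI. Of 24 measured monocyte and macrophage genes, *Mrc1* alone rose in vehicle-treated Ik L/L CDPs (6.24-fold, adjusted p = 0.00467 from limma), over all genes and when adjusted over the list alone. The median was 0.12 (camera adjusted p = 0.187, and adjusted p = 0.735 with an estimated correlation). Of 15 erythroid and megakaryocyte genes, *Ppbp*, a platelet chemokine gene, rose 4.91-fold (adjusted p = 0.00172), over all genes and when adjusted over the list alone. The median was 0.02 (camera adjusted p = 0.133, and adjusted p = 0.662 with an estimated correlation). Of 17 B cell genes, 0 passed limma's test over all genes (4 at an unadjusted p under 0.05) and 1 was higher when adjusted over the list alone. Their median was -0.04 and their mean 0.04 (camera adjusted p = 0.690, and adjusted p = 0.880 with an estimated correlation). Of 21 T and NK cell genes, 0 passed over all genes or when adjusted over the list alone (3 at an unadjusted p under 0.05). Their median was -0.02 but their mean 0.09, toward which camera leaned (adjusted p = 0.293, and adjusted p = 0.735 with an estimated correlation). The 16 mast cell, basophil and eosinophil genes had a median of 0.21, with 0 called by limma over all genes or when adjusted over the list alone and 5 at an unadjusted p under 0.05. Their median ran from 0.13 to 0.40 with each array left out in turn, and the lack of list calls did not hold for every array. Their camera adjusted p was 0.00182 (adjusted p = 0.354 with an estimated correlation), and 0.0940 without array 2 of WT CDPs and 0.145 without array 1 of Ik L/L CDPs. Among the 10 DC regulators that the paper names, such as *Irf8*, *Spi1* and *Batf3*, 0 passed limma's test over all genes or when adjusted over the list alone and 1 had an unadjusted p under 0.05. The median was 0.10 (camera adjusted p = 0.187, and adjusted p = 0.639 with an estimated correlation). *Ikzf1*, the Ikaros gene itself, had a log2 fold change of -0.15 (standard error 0.14, adjusted p = 0.895), and the hypomorphic allele keeps a transcript, so this does not check the genotype. By the 1.5-fold criterion against both WT populations, 4 of the 16 mast cell, basophil and eosinophil genes were higher in vehicle-treated Ik L/L CDPs and 0 lower. *Prss34*, *Mcpt8* and *Fcer1a* were among these, with log2 fold changes of 2.65, 2.08 and 1.05. Of the lists of other blood lineages, the neutrophil genes changed most often by this criterion, with 12 of 18 higher and 3 lower. Among them, *Ltf* and *Camp* had log2 fold changes of 4.66 and 3.73. The resistin-like gene *Retnlg* was at a mean log2 signal of 9.89 in Ik L/L CDPs and 6.28 in WT CDPs (adjusted p = 0.160 from limma). In GSI-treated cells 270 genes rose and 158 fell in Ik L/L against WT CDPs. These were 130 and 50 without array 1 and 170 and 70 without array 2 of WT CDPs, and 161 and 33 without array 1 and 151 and 50 without array 2 of Ik L/L CDPs, all GSI-treated. A limma fit of the 4 compared arrays alone called 0 genes (1866 at an unadjusted p under 0.05). All 235 genes called in vehicle-treated CDPs had the same sign with GSI and 185 of them were called with GSI too. These comparisons share no arrays but come from the same fit. Their replicate differences, vehicle against GSI, had a correlation across genes of 0.585 in WT and 0.658 in Ik L/L CDPs. How far such shared deviations raise the agreement was not tested. Of the mast cell, basophil and eosinophil genes, *Mcpt8* was called higher with GSI. Its log2 fold change ran from 2.65 to 4.03 with each array left out in turn. Of the mature DC genes, 18 of 26 rose in GSI-treated Ik L/L CDPs over all genes and 25 when adjusted over the list alone (median 1.54, adjusted p = 0.00733 with an estimated correlation). The call of *Mrc1* ended without array 2 of vehicle-treated Ik L/L CDPs (adjusted p = 0.0562, range 0.00283 to 0.0562), and that of *Ppbp* held without each array in turn.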

We then asked if the cDC transcriptional hallmarks that characterize the Ik^L/L^ CDPs were also retained in the BM pDCs from Ik^L/L^ mice. Indeed, GSEA analysis showed that genes up- or down-regulated in Ik^L/L^ pDCs (transcriptome data from [14]) were also up- or down-regulated in mature cDCs (S4C Fig), thereby confirming our hypothesis.

**Fig 6:**
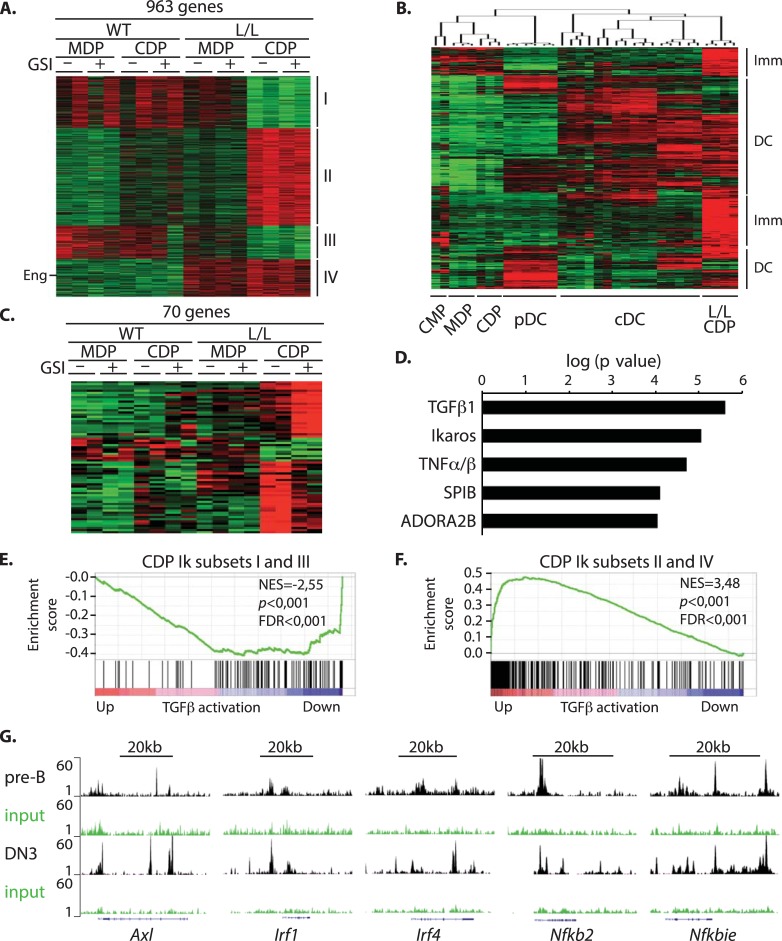
The TGFβ1 pathway is activated in Ik^L/L^ CDPs. CD45.2^+^ WT or Ik^L/L^ MDPs, and CDPs, were co-cultured with supporting CD45.1^+^ WT BM cells for 24h with Flt3L and GSI (or DMSO). CD45.2^+^ cells were then re-purified and their transcriptomes analyzed. 2 mice per condition. **(A)** Heat map representing K-means clustering of 963 genes differentially expressed between WT or Ik^L/L^ CDPs [fold change (FC)>1.5]. Clusters I and II are deregulated specifically in Ik^L/L^ CDPs. Clusters III and IV are deregulated in all Ik^L/L^ DC progenitors. Eng indicates the Endoglin gene. Red and green indicate high and low expression, respectively. **(B)** Hierarchical clustering of the genes from clusters II and IV in (A), using Immgen transcriptome data for DC progenitors and mature subsets (GSE15907). Clusters of genes similarly expressed between Ik^L/L^ CDPs and DC progenitors (Imm) or mature DCs (DC) are indicated. **(C)** K-means clustering of 70 genes differentially expressed between WT and Ik^L/L^ CDPs, and deregulated by GSI (FC>1.5). **(D)** Top 5 putative upstream regulators related to the 70 genes from (C), as identified by the Ingenuity Pathways Analysis software. **(E)** GSEA enrichment plots of genes specifically down-regulated [clusters I and III in (A)] and **(F)** up-regulated (clusters II and IV) in Ik^L/L^ CDPs. The ranked gene list corresponds to TGFβ1-regulated genes in CDPs, as identified by Felker et al (2010). NES: normalized enrichment score; FDR: false discovery rate. **(G)** Genome browser tracks showing Ikaros binding to loci associated with TGFβ activation in pre-B cells (BH1-Ik1-ER-Bcl2 cell line) and immature DN3 thymocytes (GEO GSE114629 and GSE61148 accession numbers).

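Few single genes passed a test for GSI in CDPs. *Cyp1b1* (probe set 10453057), a cytochrome P450 gene induced through the aryl hydrocarbon receptor, rose 2.15-fold with GSI in Ik L/L CDPs (log2 fold change 1.10, standard error 0.10, n = 2 arrays per group, adjusted p = 0.00640 from limma). It was not among the 6 genes called with a filter at the median signal or the 3 called with one at the 75th percentile. These filters drop genes whose highest group mean is below the cut. *Cyp1b1* may thus have been dropped for low signal and not have failed the test. In WT CDPs *Mrc1* rose 8.51-fold and *Hfe*, the iron regulator gene, 2.22-fold (adjusted p = 0.0445 for both). By fold change alone, 120 of the 983 genes that set Ik L/L CDPs apart from WT cells were also over 1.5-fold higher or lower with GSI in Ik L/L CDPs. Of these, 60 were higher in Ik L/L CDPs and lower with GSI, such as *Slamf9*, a SLAM family receptor gene (log2 fold changes 2.17 for genotype and -1.86 for GSI), and the B cell and DC receptor gene *Cd72* (1.60 and -1.24). Another 41 were higher in Ik L/L CDPs and higher still with GSI, such as the adhesion gene *Cdh1*, which encodes E-cadherin (0.60 and 2.90), the lectin gene *Cd209e* (0.98 and 2.79) and the metalloprotease inhibitor gene *Timp1* (0.88 and 1.99). The last 19 comprised 14 lower in Ik L/L CDPs and lower still with GSI and 5 lower in Ik L/L CDPs and higher with GSI. Thus 65 of the 120, or 54.2%, moved toward the WT level and 55 away from it. With limma, 0 of the 120 passed an adjusted p under 0.05 for GSI, and 70 had an unadjusted p under 0.05. Over all genes, GSI called 1 gene in Ik L/L CDPs (697 at an unadjusted p under 0.05), 2 in WT CDPs (818), 0 in Ik L/L MDPs (522) and 0 in WT MDPs (1350). For 0 genes did the response differ between Ik L/L and WT CDPs (286). Both comparisons share the vehicle-treated Ik L/L CDP arrays. Simulated arrays without any GSI effect gave 122 such genes on average (range 92 to 145 over 200 simulations) when all arrays and genes varied independently and 17.1 (range 9 to 29) when arrays with the same replicate number varied together. With deviations drawn as whole arrays, so that genes vary together, these were 160 (range 0 to 648) and 38.8 (range 0 to 497). The 120 genes were 245 without array 1 of GSI-treated and 250 without array 2 of vehicle-treated Ik L/L CDPs, 77 with a filter at the 75th percentile of signal and 212 with a response in either genotype. *Cyp1b1* lost its call without array 1 (adjusted p = 0.0572) or 2 (0.0584) of vehicle-treated Ik L/L CDPs (range 0.00609 to 0.0584). *Mrc1* lost its call without 14 and *Hfe* without each of the 16 arrays (adjusted p up to 0.304 for both, from 0.0244 and 0.0670). With 1 array left out, GSI called up to 18 genes in Ik L/L CDPs (without array 1 of the GSI-treated cells) and 6 in WT CDPs. It called up to 59 in WT MDPs (without their GSI-treated array 2) and 6 in the difference between genotypes (without array 1 of GSI-treated Ik L/L CDPs).

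**Figure D4:**
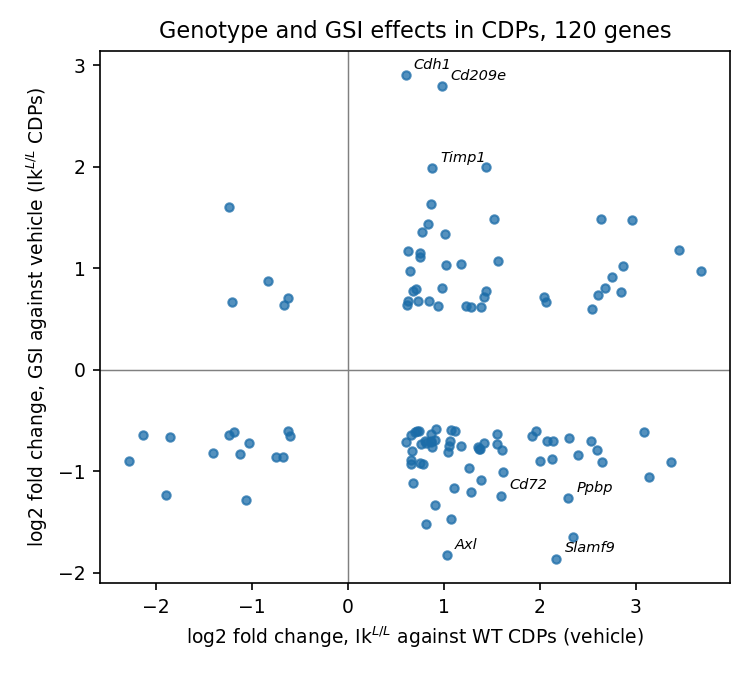
Log2 fold change of the 120 genes for genotype (Ik L/L against WT CDPs, vehicle, horizontal) and for GSI (GSI against vehicle in Ik L/L CDPs, vertical). Of the 120 genes, 65 lie where GSI moved the mean toward the WT level and 55 where it moved away.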

Among the genes deregulated in Ik^L/L^ CDPs, only 70 were differentially expressed between GSI and DMSO treated samples (Fig 6C, S1 Table). To identify the potential upstream pathways involved in the regulation of their expression in DC progenitors, we performed Ingenuity Pathway Analysis (Fig 6D). This revealed Ikaros to be a significant probable regulator, which validated our approach, and showed the importance of Ikaros in CDPs. The top candidate, however, was TGFβ1, which was interesting because TGFβ1 was previously reported to skew CDP differentiation towards the cDC lineage at the expense of pDCs [9]. We therefore asked if the deregulated genes found in Ik^L/L^ CDPs were enriched for TGFβ-associated genes, by GSEA. These results showed a strong and direct correlation between the genes down-regulated in Ik^L/L^ CDPs and those down-regulated by TGFβ1 signaling (Fig 6E) [9]. Conversely, the genes up-regulated in Ik^L/L^ CDPs were up-regulated by TGFβ1 activation (Fig 6F). Thus, Ikaros expression is correlated with reduced TGFβ1 signaling in CDP cells.

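Some genes of the NF-kB pathway, several of them targets of TGFβ, were higher in Ik L/L CDPs. *Relb* (probe set 10560575), an NF-kB subunit gene of the alternative pathway in DCs, was 3.00-fold higher in vehicle-treated Ik L/L CDPs (adjusted p = 0.00467 from limma). Its mean log2 signal was 7.15 ± 0.28 (SD, n = 2) against 5.56 ± 0.52 (n = 2) in WT CDPs. Among 31 measured TGFβ target genes, *Relb*, the transcription factor genes *Bhlhe40* (4.92-fold, adjusted p = 0.00684) and *Irf1* (1.93-fold, adjusted p = 0.0130) and the NF-kB inhibitor gene *Nfkbie* (2.41-fold, adjusted p = 0.0333) rose over all genes. In the list 6 rose when adjusted over the list alone. The list's median log2 fold change was 0.07, with 18 genes higher and 13 lower, and its mean was 0.28 (camera adjusted p = 6.95e-04, and adjusted p = 0.0799 with an estimated correlation). With each array left out in turn, the median ran from 0.04 to 0.25, and the list's test results moved in both directions. *Axl*, a receptor tyrosine kinase gene induced by TGFβ, was 2.04-fold higher (8.28 ± 0.22 against 7.25 ± 0.85, adjusted p = 0.495). For the TGFβ targets *Irf4*, *Nfkb2* and *Rel*, which encode an interferon regulatory factor and 2 NF-kB subunits, the means were 2.35-fold, 1.87-fold and 1.61-fold higher (adjusted p = 0.583, 0.171 and 0.272). These 7 genes (*Axl*, *Irf1*, *Irf4*, *Nfkb2*, *Nfkbie*, *Rel* and *Relb*) also formed a list of their own. Of these, 3 rose over all genes and 6 when adjusted over the list alone. The median was 1.03 (camera adjusted p = 5.41e-11, and adjusted p = 0.0335 with an estimated correlation). All 7 stand in other lists as well, among them the list of 31. The paper picked them as TGFβ targets with Ikaros binding in other precursor cells. By the 1.5-fold criterion against both WT populations, 10 of the 31 genes were higher and 2 lower, and all 7 were higher. The camera call of the 31 thus rests in part on genes that the paper picked. Whether the other targets rose without them was not tested. Of 18 NF-kB pathway genes, 5 rose over all genes (*Ccl5*, *Il1b*, *Nfkbie*, *Relb* and *Traf1*) and 8 when adjusted over the list alone. The median was 0.63 (camera adjusted p = 3.81e-14, and adjusted p = 0.0335 with an estimated correlation). It ran from 0.28 to 0.99 with each array left out in turn. Of 19 interferon response genes, 0 passed limma's test over all genes (10 at an unadjusted p under 0.05), and 7 rose when adjusted over the list alone. The antiviral gene *Mx1* was 1.84-fold higher (adjusted p = 0.0646). The list's median was 0.77 (camera adjusted p = 9.32e-10, and adjusted p = 0.142 with an estimated correlation). Leaving out each array in turn moved this median between 0.48 and 0.88, and the count of 7 was not stable. In MDPs the TGFβ target genes had a median of 0.11 (0 called by limma, 4 at an unadjusted p under 0.05, camera adjusted p = 0.0184, and adjusted p = 0.296 with an estimated correlation). That camera call was lost without array 2 of WT (adjusted p = 0.0950) or of Ik L/L MDPs (0.0934). The neutrophil granule gene *Ngp* moved with these groups, at 12.00 in Ik L/L CDPs and 9.26 in WT CDPs (adjusted p = 0.0207). Its call was lost without any 1 of the 4 compared arrays (adjusted p from 0.0670 to 0.149, and from 0.00731 over all arrays). Without array 2 of WT or of Ik L/L CDPs the 4 TGFβ targets called were 1 and 0, the 3 of the 7 genes 1 and 0, and the 5 NF-kB genes 3 and 2. The TGFβ list's camera adjusted p rose to 0.0888 without array 2 of WT CDPs. With an estimated correlation the adjusted p of the NF-kB list ranged from 0.00221 to 0.0762 and that of the 7 genes from 0.00221 to 0.0730, both above 0.05 without 10 of the 16 arrays. *Relb* lost its call without array 2 of Ik L/L CDPs (adjusted p = 0.0540, range 0.00162 to 0.0540). *Irf1* lost it without array 2 of WT (0.128) or Ik L/L CDPs (0.111), *Bhlhe40* without the same arrays (0.0588 and 0.0660), and *Nfkbie* without 9 arrays (range 9.04e-04 to 0.171). The TGFβ1-regulated gene set of Felker et al. was not used here. From the upstream regulators named for the genes that responded to GSI, the paper turned to TGFβ1, which had been reported to skew CDPs toward cDCs at the expense of pDCs. It found that the genes lower in Ik L/L CDPs went with those that TGFβ1 lowers and the higher ones with those that TGFβ1 raises (Fig 6E and 6F). From this it concludes that Ikaros expression goes with reduced TGFβ1 signaling in CDPs.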

To determine if Ikaros directly regulates the TGFβ pathway, we investigated its capacity to bind TGFβ target genes. The low number of CDPs in WT mice did not allow us to directly investigate Ikaros binding in these cells. We therefore compared Ikaros binding to chromatin from 2 unrelated precursor cell types (pre-B cells and DN3 thymocytes) [31, 32], because conserved binding might indicate that Ikaros regulates similar elements across hematopoietic cell types. These analyses showed strong and conserved Ikaros binding to several TGFβ target genes implicated in DC differentiation (eg. *Axl*, *Irf1*, *Irf4*, *Nfkb2*, *Nfkbie*, *Rel*, *Relb*) (Fig 6G and S4 Fig), and suggested that Ikaros may directly regulate the expression of TGFβ target genes in CDPs.

### Inhibition of TGFβ signaling rescues Ikaros-deficient pDC development

To determine if the TGFβ pathway is activated in Ik^L/L^ CDPs, we studied the mRNA expression of genes encoding upstream components of this pathway. Although the level of transcripts encoding the type I and type II TGFβ receptors, and the downstream SMAD proteins, were similar between WT and Ik^L/L^ MDPs and CDPs, we found that the mRNA levels of *Eng*, encoding the type III TGFβ receptor Endoglin, was higher in Ik^L/L^ MDPs (2x) and CDPs (2.8x), regardless of GSI treatment (Fig 6A). 

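Of 13 measured genes of TGFβ receptors and SMADs, *Eng* (probe set 10471486) alone was called by limma over all genes in vehicle-treated Ik L/L CDPs. Its mean log2 signal was 7.91 ± 0.12 (SD, n = 2) in Ik L/L CDPs and 6.42 ± 0.37 (n = 2) in WT CDPs. This is a 2.81-fold rise (95% interval of the log2 fold change 0.90 to 2.08, adjusted p = 0.0257 from limma). In vehicle-treated MDPs the signals were 7.66 ± 0.05 and 6.67 ± 0.16, 1.99-fold higher in Ik L/L cells (log2 fold change 0.99, standard error 0.26, adjusted p = 0.518). With GSI, *Eng* was 3.47-fold higher in Ik L/L CDPs (adjusted p = 0.00655) and 2.50-fold higher in Ik L/L MDPs (adjusted p = 0.156). The test of a difference between the CDP and MDP effects gave a log2 difference of 0.50 (95% interval -0.33 to 1.33). *Tgfbr1* and *Tgfbr2*, which encode the type I and type II receptors, had log2 fold changes in CDPs of 0.18 (standard error 0.47, adjusted p = 0.978) and 0.37 (standard error 0.12, adjusted p = 0.263). In MDPs their log2 fold changes were -0.04 and 0.24. For *Tgfbr1* the 95% interval in CDPs, -0.85 to 1.22, leaves room for a change as large as 2-fold. *Tgfbr3*, which encodes the co-receptor betaglycan, had log2 fold changes of -0.51 in CDPs (adjusted p = 0.386) and -0.48 in MDPs. The signal transducers *Smad2*, *Smad3* and *Smad4* had log2 fold changes in CDPs of 0.01, -0.33 and 0.02 (adjusted p = 0.995, 0.501 and 0.991). The inhibitory *Smad6* and *Smad7* had -0.38 and 0.05 (adjusted p = 0.0854 and 0.977). Over the list, 2 genes rose and 1 fell in CDPs when adjusted over the list alone. The median was 0.02 (camera adjusted p = 0.889, and adjusted p = 0.893 with an estimated correlation). In MDPs 1 gene rose when adjusted over the list alone (0 called by limma over all genes, 2 at an unadjusted p under 0.05). In the same cells the neutrophil gene *Chil3*, a chitinase-like lectin, had mean log2 signals of 11.06 in Ik L/L CDPs and 10.23 in WT CDPs (adjusted p = 0.935 from limma). Other neutrophil genes moved more, with log2 fold changes of 4.66 for *Ltf* and 3.73 for *Camp*. Against both WT populations, 12 of the 18 neutrophil genes were over 1.5-fold higher and 3 lower. *Eng* in CDPs lost its call without any 1 of the 4 compared arrays (adjusted p = 0.106 and 0.0546 without array 1 or 2 of WT CDPs, 0.0995 and 0.168 without array 1 or 2 of Ik L/L CDPs, range 0.00718 to 0.168). It also lost it in a fit of these 4 arrays alone (adjusted p = 0.218) and with limma's treat against 1.5-fold (adjusted p = 0.543), the highest over all settings. With GSI the CDP call was lost without array 2 of GSI-treated Ik L/L CDPs (adjusted p = 0.0509).

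**Figure D5:**
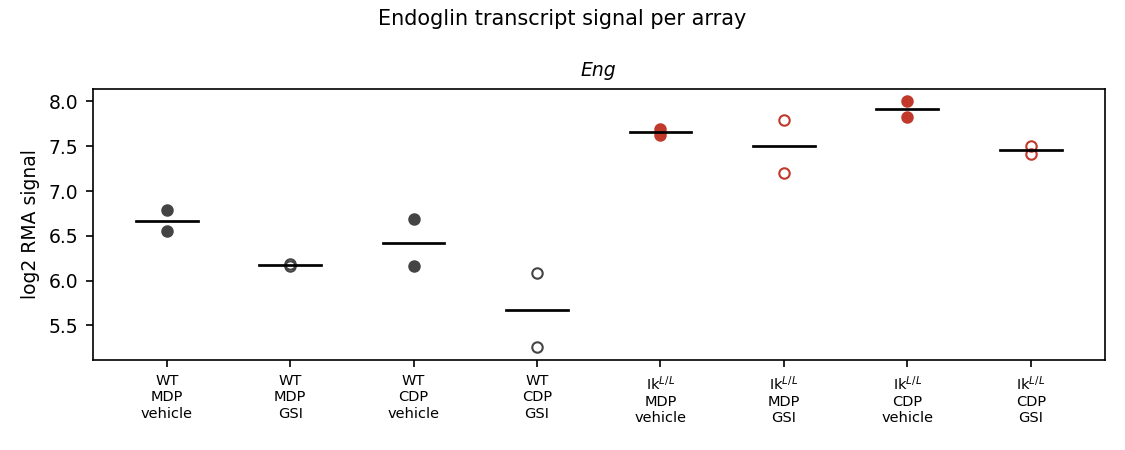
Log2 RMA signal of *Eng* in each array of the 8 groups, WT in grey and Ik L/L in red, filled for vehicle and open for GSI, with bars at the group means. In each population and treatment the Ik L/L arrays lie above the WT arrays.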

Endoglin (CD105), is an auxiliary receptor for the TGFβ receptor complex, which has been shown to positively modulate TGFβ signaling [33]. Higher CD105 expression was also detected on Ik^L/L^ MDPs, CDPs and pDCs (Fig 7A and 7B). In contrast, CD105 levels were stable in other BM populations, including CD11c^+^CD317^-^ cDCs (Fig 7B), indicating that Endoglin expression is specifically increased in Ik^L/L^ pDCs and DC progenitors. In addition, we observed that Ikaros bound to the *Eng* locus in pre-B and DN3 cells, suggesting that it is an Ikaros target gene (S5A Fig).

**Fig 7:**
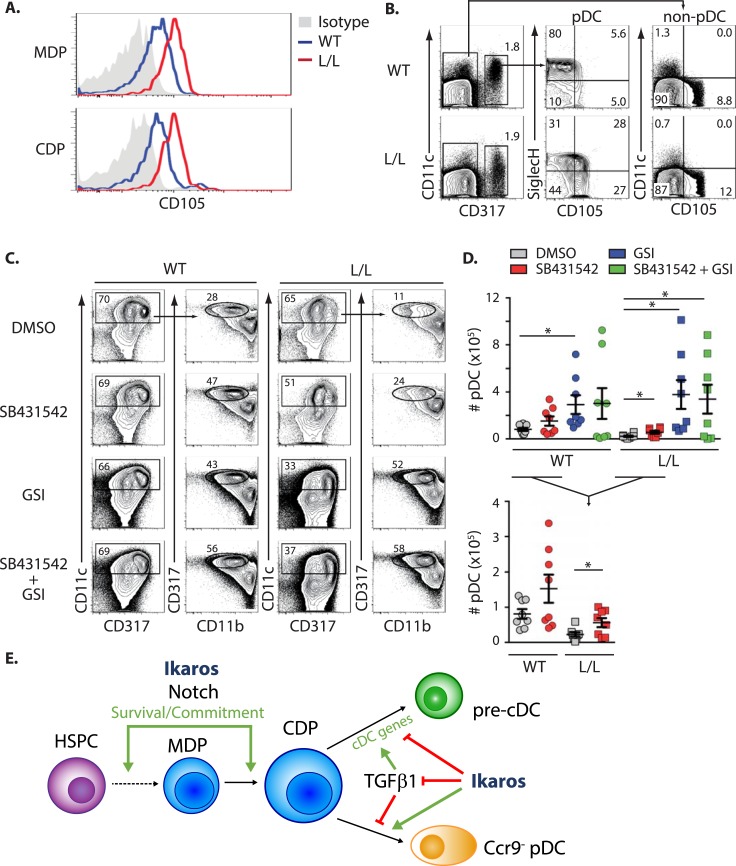
TGFβ1 activation inhibits pDC development from Ik^L/L^ CDPs. **(A)** CD105 expression on WT and Ik^L/L^ DC progenitors. **(B)** SiglecH vs. CD105 expression on BM pDCs (CD317^+^) and non-pDCs (CD317^-^). Representative of 4 independent experiments. **(C)** Effect of the TGFβR1 inhibitor SB431542 on pDC differentiation in Flt3L-supplemented WT and Ik^L/L^ BM cultures. Cells were treated at d0 with SB431542 and/or GSI and analyzed at d8. Percentages of cells in the corresponding gates are indicated. Representative of 4 independent experiments. **(D)** Number of pDCs obtained from experiments described in (C). Data of the SB431542 treatments are shown at a larger scale in the lower panel. Representative of 4 independent experiments; 2 mice per genotype per experiment; p values were obtained with a Student’s t-test. *p≤0.05. **(E)** Schematic representation of Ikaros function during DC development in the BM. Ikaros and Notch signaling are required for the onset of DC differentiation and the appearance of MDPs and CDPs. Later, in CDPs, Ikaros promotes pDC development by antagonizing TGFβ1 signaling and by repressing the cDC gene expression program. HSPC: Hematopoietic stem/progenitor cell.

Lastly, we analyzed the functional consequence of TGFβ inhibition on pDC development. WT and Ik^L/L^ BM cells were cultured with Flt3L for 8 days, in the presence or absence of a TGFβR1 inhibitor (SB431542), and/or GSI. SB431542 treatment alone did not affect total cell numbers (S5B Fig), but increased pDC numbers in both WT and Ik^L/L^ cultures (Fig 7C and 7D). In contrast, GSI treatment alone increased both total cell numbers and pDC numbers. The combination of SB431542 and GSI gave similar total and pDC numbers, compared with GSI alone. These results suggested that TGFβ inhibition promotes pDC differentiation in Ik^L/L^ CDPs.

## Discussion

Here we identify Ikaros as a promoter of early DC development. We show that Ikaros cooperates with Notch signaling to enhance the emergence and/or survival of MDPs and CDPs in the BM (Fig 7E). We also show that Ikaros is required to promote CDP differentiation and cell fate specification towards the pDC and cDC lineages, in large part by correctly regulating the expression of DC-specific target genes, and secondly, by antagonizing TGFβ function. These results indicate that the general absence of mature DCs in Ikaros null mice [13, 34], as well as the selective absence of pDCs in Ikaros hypomorphic animals [14], are due at least in part to CDP defects.

Our results suggest that Ikaros antagonizes a TGFβ-dependent gene expression program in CDPs. TGFβ was previously reported to skew CDP differentiation towards the cDC lineage at the expense of pDCs, in part because it induces the expression of Id2, which inhibits the master pDC regulator E2.2 [9, 35–37]. We show that Ikaros-deficient CDPs display a premature cDC gene expression signature, indicating that Ikaros represses the expression of mature cDC-associated genes in DC progenitors. In addition, Ikaros-deficient BM pDCs also display a cDC signature, suggesting that the mutant CDPs that commit to the pDC lineage continue to express a promiscuous cDC gene expression program. 

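*Id2* (probe set 10399691), a transcriptional inhibitor expressed by cDCs, and *Tcf4* (probe set 10456522), which encodes E2.2, were measured in CDPs and MDPs, and pDCs were not analysed here. In vehicle-treated CDPs the mean log2 signal of *Id2* was 9.79 ± 0.13 (SD, n = 2) in Ik L/L cells and 9.85 ± 0.16 (n = 2) in WT cells. That of *Tcf4* was 8.14 ± 0.38 and 7.96 ± 0.23. The log2 fold changes were -0.06 (95% interval -0.88 to 0.77, adjusted p = 0.992 from limma) and 0.18 (95% interval -0.51 to 0.87, adjusted p = 0.966). With 2 arrays per group these intervals leave room for changes of the sizes at their ends. In vehicle-treated MDPs *Id2* was at 8.76 ± 0.46 in Ik L/L and 8.38 ± 0.39 in WT cells. *Tcf4* was at 7.36 ± 0.20 and 7.20 ± 0.07 (log2 fold changes 0.38 and 0.15, adjusted p = 1 for both).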

Neither *Id2* nor *E2*.*2* are affected at the mRNA level in Ikaros-deficient CDPs and pDCs, suggesting that Ikaros promotes CDP differentiation independently of E2.2.

How Ikaros antagonizes TGFβ function remains only partially understood. 

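*Axl* (probe set 10561104), the receptor tyrosine kinase gene of the TGFβ target list, had the lowest log2 fold change of that list with GSI in Ik L/L CDPs. It was -1.83 (standard error 0.44, n = 2 arrays per group, adjusted p = 0.530 from limma). In WT CDPs its log2 fold change was -1.47 (adjusted p = 0.999), and averaged over WT and Ik L/L MDPs and CDPs it fell by 1.42 on the log2 scale (adjusted p = 0.0363). In Ik L/L CDPs, 0 of the 31 TGFβ target genes passed limma's test for GSI over all genes or when adjusted over the list alone (1 at an unadjusted p under 0.05). Their median was -0.01 (camera adjusted p = 0.414, and adjusted p = 0.820 with an estimated correlation). In WT CDPs camera with the preset correlation did call the list for GSI, a call lost without some single arrays. The list's median in WT CDPs ran from -0.17 to 0.0013 with each array left out in turn. Averaged over the 4 populations, *Axl* was the 1 gene called over all genes and 2 fell when adjusted over the list alone. The median was -0.08 (camera adjusted p = 0.0142, and adjusted p = 0.426 with an estimated correlation). The 7 genes *Axl*, *Irf1*, *Irf4*, *Nfkb2*, *Nfkbie*, *Rel* and *Relb* had a mean log2 fold change of -0.25 in Ik L/L CDPs (camera adjusted p = 0.157, and adjusted p = 0.820 with an estimated correlation). Limma called 0 over all genes and 1 when adjusted over the list alone (1 at an unadjusted p under 0.05). Among the 983 genes over 1.5-fold in Ik L/L CDPs, 12 were TGFβ target genes and 3 of these, or 25.0%, were over 1.5-fold with GSI, against 12.2% of all 983. The odds ratio was 2.43 (95% interval 0.417 to 9.92, two-sided Fisher's exact test p = 0.172, adjusted p = 0.459 over 20 lists). Of the 7 named genes, 2 were over 1.5-fold with GSI (odds ratio 2.90, 95% interval 0.274 to 18.0, exact p = 0.206). Fisher's test was chosen after these counts were seen, and no list passed it. Of the receptor genes, *Tgfbr2* had a log2 fold change of -0.64 with GSI in Ik L/L CDPs (adjusted p = 0.279). Of the 13 genes of TGFβ receptors and SMADs, 0 were called by limma over all genes and 1 fell when adjusted over the list alone (1 at an unadjusted p under 0.05). Camera gave an adjusted p of 0.0443 toward lower values (adjusted p = 0.481 with an estimated correlation). *Axl* lost its averaged call without 12 of the 16 arrays (adjusted p from 0.0218 to 0.118). The averaged camera call of the target list was lost without array 1 of GSI-treated WT MDPs (0.0518) or of vehicle-treated WT CDPs (0.0956), and that of the receptor list in Ik L/L CDPs without 9 arrays (adjusted p from 0.0131 to 0.290).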

Certain TGFβ target genes are enriched among the genes deregulated by GSI in CDPs. Furthermore, Ikaros-deficient CDPs ectopically express high levels of endoglin which can potentiate TGFβ signaling [38]. Because no other TGFβ receptors or downstream SMAD factors are deregulated in these cells, endoglin upregulation probably plays an important role in activating the TGFβ pathway in the mutant DC progenitors. Interestingly, betaglycan, a type III TGFβ receptor closely related to endoglin in structure and function, is a substrate of γ-secretase, and GSI inhibits TGFβ2-mediated reporter gene expression via betaglycan inactivation in HepG2 cells [39]. γ-secretase cleavage of type III TGFβ receptors may therefore inhibit TGFβ receptor signaling in Ikaros-deficient cells. If true, this suggests that Ikaros may be a novel upstream regulator of TGFβ signaling.

In addition to its role in CDP differentiation, Ikaros is also required for MDP and CDP homeostasis. Observed only in compound mutants deficient for Ikaros and RBPJ where both populations are absent, our results demonstrate that Ikaros cooperates with Notch activation to maintain DC progenitor survival and/or expansion. Notch signaling by itself was previously found to promote DC development in vitro via up-regulation of the Frizzled family Wnt receptors [10], but the basis for its cooperation with Ikaros remains to be elucidated. We have reported that Ikaros antagonizes Notch function in T cells, and interacts directly with the activated Notch1 protein to control a set of common target genes [40]. Whether Ikaros and Notch regulate common genes in DC progenitors remains to be investigated. Other studies have suggested that the Notch and TGFβ pathways interact to regulate common genes. Indeed, *Hes1* is a common target of both pathways, because it is transcriptionally regulated by the Notch receptor intracellular domain or by Smad3 following TGFβ signaling [41]. In Ik^L/L^ cells, however, *Hes1* up-regulation was observed in pDCs but not in the more immature dendritic progenitors, suggesting that *Hes1* is differentially regulated by Notch and TGFβ activation in these populations.

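*Hes1* (probe set 10434925), a transcriptional repressor induced by Notch, was below the median array signal in all vehicle-treated progenitors. Its mean log2 signal was 4.21 ± 0.04 (SD, n = 2) in Ik L/L CDPs and 4.25 ± 0.11 (n = 2) in WT CDPs. In Ik L/L and WT MDPs it was 4.26 ± 0.15 and 4.38 ± 0.12, and the median signal of every array is above 4.5. The log2 fold change was -0.04 in CDPs (95% interval -0.28 to 0.19, adjusted p = 0.977 from limma) and -0.12 in MDPs (95% interval -0.35 to 0.11). At this low signal a change in *Hes1* could be missed, and pDCs were not analysed here. The Notch targets *Ptcra*, which encodes the pre-T cell receptor alpha chain, and *Uaca* had log2 fold changes in CDPs of 0.05 (standard error 0.14, adjusted p = 0.978) and 0.25 (adjusted p = 0.714). Of 12 measured Notch target genes, *Il2ra*, the interleukin 2 receptor alpha chain gene, was the 1 gene that rose in Ik L/L CDPs. It did so over all genes (2.03-fold, adjusted p = 0.0461) and when adjusted over the list alone. The median was 0.01 (camera adjusted p = 0.331, and adjusted p = 0.735 with an estimated correlation). *Il2ra* lost this call without 13 of the 16 arrays (adjusted p from 0.0178 to 0.303). With GSI, which blocks the cleavage that activates Notch, *Hes1* had a log2 fold change of -0.08 in Ik L/L CDPs (95% interval -0.32 to 0.15). In the same comparison 0 of the 12 Notch target genes were called by limma over all genes or when adjusted over the list alone in Ik L/L CDPs (0 at an unadjusted p under 0.05). Their median was 0.02 (camera adjusted p = 0.731, and adjusted p = 0.848 with an estimated correlation). The same held for GSI averaged over the 4 populations (0 called and 0 at an unadjusted p under 0.05; median 0.04, camera adjusted p = 0.327).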

Finally, our results with γ-secretase inhibitors are unexpected and intriguing, and indicate that these compounds can be exploited to enhance and rescue WT and Ikaros-deficient DC development in vitro, though the effects are stronger in the mutant cells. We showed that transient GSI treatment promotes the generation of CD11c^-^ cells, probably the upstream precursors of MDPs and CDPs, and pDC differentiation from CDPs. These actions suggest that GSI molecules might be considered as a potential treatment to enhance pDC function during certain viral infections, like chronic HIV or hepatitis C virus. Conversely, it will be important to test if GSI molecules might have a differentiating effect on BPDCN cancers, a rare and fatal leukemia with few options for treatment [42].

## Materials and methods

### Ethics statement

All mouse procedures were approved by the IGBMC Ethical Committee (Com'Eth); APAFIS#8752–20 170 1261 0337966 v2.

### Mice

The mouse lines used in this study were described previously: Ik^L/L^, Hes1-EmGFP^SAT^, RBPJ^f/f^ and R26-CreER(T2) [19, 23, 29, 30]. Mice were used between 6–9 weeks of age. To delete *Rbpj* in vivo, RBPJ^f/f^ R26-CreET(T2)^+^ or Ik^L/L^ RBPJ^f/f^ R26-CreET(T2)^+^ mice were injected intraperitoneally daily for 5 days with 75 mg/kg of tamoxifen dissolved in sunflower oil, and analyzed 10 days after the first injection.

### Cell culture

pDC cultures were performed as described [26]. Briefly, BM cells were seeded at 2x10^6^ cells/ml, and cultured in RPMI 1640 containing 10% fetal calf serum, 20 mM HEPES, 2 mM L-glutamine, 2 mM Sodium Pyruvate, 50 μM β-mercaptoethanol, 1x MEM non-essential amino acids, and antibiotics. Cultures were supplemented with conditioned medium from a Flt3L-producing cell line (B16-Flt3L) [43], or rFlt3L at 100 ng/ml (Peprotech). After 4d, half of the medium was replaced with fresh medium containing 2x Flt3L. GSI (Compound E, Calbiochem) and SB431542 (Selleckchem) were used at 5 μM. pDC cultures from DC progenitors were performed as above in 1 ml of Flt3L-supplemented medium using FACS-sorted Lin^-^Sca1^-^ckit^+^, MDPs, CDPs or CD115^-^CDPs from BM cells (CD45.2^+^) which were co-cultured with 10^6^ CD45.1^+^ whole BM cells. For CpG oligo-deoxynucleotide (ODN) stimulations, pDCs (CD11c^+^CD317^+^CD11b^-^) were sorted after 8 days of culture and stimulated at 2x10^6^ cells/ml in 96-well plates. CpG ODN 1585 or an ODN control (InvivoGen) were used at 2.5 μM. Cells were collected after 16h of stimulation.

### Transplantations

BM cells from donor mice (CD45.2^+^) were cultured with Flt3L in the presence or absence of GSI for 48h. 2x10^5^ cells from these cultures were then transplanted with 2x10^5^ supporting WT BM cells (CD45.1^+^) into lethally-irradiated (9 Gy) CD45.1^+^CD45.2^+^ recipient mice. Mice were sacrificed and analyzed 9 days after the transfer.

### RT-qPCR

RNA was extracted with the RNeasy (Qiagen) or Nucleospin RNA (Macherey-Nagel) kits, and reverse transcribed using Superscript II (Invitrogen). *Hes1*, *Ptcra* and *Hprt* were amplified using the QuantiTect SYBR green system with the Mm_Hes1_1SG, Mm_PtcrA_1SG and Mm_Hprt_1SG primer sets (Qiagen). *Ifna* mRNA was amplified using the SYBR green master mix (Roche) with 50 cycles of 10s 95°C, 30s 66°C, 15s 72°C. Primers used to amplify most of the *Ifna* subtypes were 5'-cctgctggctgtgaggaaata and 5'-gcacagggggctgtgtttct. Primers for *Ubiquitin* (*Ubb*) were 5'-tggctattaattattcggtctgcat and 5'-gcaagtggctagagtgcagagtaa. *Hes1* and *Ptcra* levels were normalized to that of *Hprt*, while *Ifna* expression was normalized to that of *Ubb*.

### Flow cytometry

We used the following antibodies: anti-CD11b (M1/70) eFluor450 or PE; anti-CD11c (N418) AlexaFluor700; anti-human/mouse CD45R (B220) eFluor650NC; anti- CD59 and Gr1 (RB6-8C5) biotin; anti-CD199 (CCR9) PE/Cy7; anti-CD317 (ebio927) AlexaFluor488 or eFluor450; anti-MHCII (M5/114.15.2) FITC or PE/Cy5; anti-Sca1 (D7) biotin (eBioscience); anti-CD3 (145-2C11) biotin; anti-CD4 (RM4-5) biotin; anti-CD8 (53–6.7) biotin; anti-CD11b (M1/70) biotin; anti-CD45.1 (A20) PE; anti-human/mouse CD45R (B220) biotin; anti-CD115 (c-fms) APC; anti-CD135 (A2F10) PE; anti-CD172a (P84) APC; anti-NK1.1 (PK136) biotin; anti-Ter119 biotin (BD Biosciences); anti-CD11c (N418) biotin or APC; anti-CD19 (6D5) biotin; anti-CD45.1 (A20) FITC; anti-CD45.2 (104.2) PE or AlexaFluor700; anti-CD105 (Endoglin) Alexa488; anti-CD117 (c-kit) APC/Cy7; anti-Ly49Q (2E6) PE (MBL); anti-SiglecH (551.3D3) PE (BioLegend); AlexaFluor™ 405 (InvitroGen) or AlexaFluor488 Streptavidin (Jackson ImmunoResearch). Lineage staining was performed using a mixture of anti-CD3, -CD4, -CD8, -CD19, -CD11b, -CD11c, -Gr1, -Ter119, -NK1.1 and -B220 antibodies for Lin, and anti-CD3, -CD19, -Ter119, -NK1.1 and -B220 for Lin*. Cells were analyzed on a LSRII analyzer (BD Biosciences) and sorted on a FACSAriaIISORP (BD Biosciences). Sort purity was >98%.

### Western blotting

Total protein extracts from 10^6^ BM cells were separated on SDS-PAGE gels. Immunoblots were analyzed with anti-RPBJ (T6719; Institute of Immunology, Japan), and anti-β-actin (A5441, Sigma) polyclonal antibodies. All secondary antibodies were horseradish conjugated (Santa Cruz, Jackson ImmunoResearch).

### Microarray analysis

Transcriptome analyses were performed with Affymetrix Gene ST 1.0 arrays. Unsupervised hierarchical clustering and K-means clustering were performed using Cluster 3. GSEA was performed using the GSEA 2.0 software [44, 45]. Microarray data are available in the GEO databank (GSE114108).

## Supporting information

S1 Fig GSI does not act on CD115^-^ CDPs to stimulate pDC differentiation. **(A)** Representative analysis of CD115^-^ CDPs from WT and Ik^L/L^ BM, by flow cytometry. **(B)** Relative numbers of CD115^-^ CDPs (as gated in A). ns: not significant (Student's t-test). **(C)** Experimental scheme: CD115^-^ CDPs from WT or Ik^L/L^ BM (CD45.2^+^) were cultured with supporting C57BL/6^CD45.1^ (CD45.1^+^) WT BM cells. Cultures were treated with GSI or DMSO at d0, and the percentage of CD45.2^+^ pDCs analyzed at d8. **(D)** Percentage of CD45.2^+^ pDCs (CD11c^+^CD317^+^CD11b^-^) after 8 days of co-culture. Data from cells of the same mouse treated with DMSO or GSI were connected by lines. Data from 3 independent experiments.
(EPS) Click here for additional data file.

S2 Fig Frequency of GSI-treated pDCs after transplantation. Frequencies of pDCs (CD11c^+^CD317^+^CD11b^-^) from CD45.1^+^ BM and CD45.2^+^ GSI-treated WT and Ik^L/L^ cells in the BM of recipient mice 9 days post-transplantation.
(EPS) Click here for additional data file.

S3 Fig Conditional deletion of RBPJ by tamoxifen in Ik^L/L^ mice. Western blot of RBPJ expression in total BM cells from Ikaros-RBPJ compound mutant mice. Actin was used as a loading control.
(EPS) Click here for additional data file.

S4 Fig Gene expression changes in Ik^L/L^ CDPs. Transcriptome profiling of purified MDPs and CDPs from WT or Ik^L/L^ BM, treated beforehand with GSI or DMSO for 24h. **(A)** Hierarchical clustering of the genes from clusters I and III in Fig 6A, using Immgen transcriptome data for DC progenitors and mature subsets (GSE15907). **(B)** GSEA enrichment plots of genes up- or down-regulated in Ik^L/L^ CDPs compared with WT (clusters II and IV, and clusters I and III in Fig 6A, respectively). **(C)** GSEA enrichment plots of genes specifically up- or down-regulated in Ik^L/L^ pDCs compared with WT (FC>2; p≤0,05) [14]. In (B) and (C), the ranked gene list corresponds to the differential gene expression between WT cDCs and pDCs (Immgen GSE15907). NES: normalized enrichment score; FDR: false discovery rate. **(D)** Genome browser tracks showing Ikaros binding sites in the *Rel* and *Relb* loci in pre-B cells and DN3 thymocytes (GEO GSE114629 and GSE61148 accession numbers).
(EPS) Click here for additional data file.

S5 Fig TGFβ1 signaling during pDC development in Ik^L/L^ CDPs. **(A)** Genome browser tracks showing Ikaros binding in the *Eng* locus in pre-B cells and DN3 thymocytes (GEO GSE114629 and GSE61148 accession numbers). **(B)** Total numbers of cells after 8 days of Flt3L-supplemented cultures of WT and Ik^L/L^ BM cells treated with SB431542 and/or GSI. See experiments shown in Fig 7C and 7D. Representative of 4 independent experiments; 2 mice per genotype per experiment; p values were obtained by a Student’s t-test. *p≤0.05; ***p≤0.001.
(EPS) Click here for additional data file.

S1 Table FC of the 70 genes deregulated in Ik^L/L^ CDPs vs. WT cells, and sensitive to GSI treatment. (EPS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

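Transcriptomes of mouse DC progenitors were analyzed from the deposited table of 16 Affymetrix Mouse Gene ST arrays. The arrays cover WT and Ik L/L MDPs and CDPs after 24 h of co-culture with Flt3L and supporting WT bone marrow cells, with vehicle (DMSO) or GSI at 5 µM, with 2 arrays in each of 8 groups. Each array was assigned to its group by its label, and the groups match the legend of Fig 6, which gives 2 mice per condition. Neither the paper nor the labels say that a replicate number marks a shared mouse or day.

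The authors processed the arrays with RMA in Affymetrix Expression Console 1.4.1, which corrects the background, normalizes between arrays and summarizes probes. The log2 values were thus made by the authors before deposit, by RMA. They run from 2.55 to 13.46, with array medians from 4.52 to 4.65 (4.52 to 4.63 in vehicle-treated WT MDPs, 4.65 and 4.56 with GSI, 4.56 and 4.58 in vehicle-treated WT CDPs, 4.58 and 4.60 with GSI, 4.53 to 4.62 in vehicle-treated Ik L/L MDPs, 4.56 and 4.58 with GSI, 4.58 in vehicle-treated Ik L/L CDPs, 4.58 and 4.62 with GSI). They are not centred and higher values mean more signal, so scale, centring and direction are known. The version of the probe annotation is unknown and the genome build is not given in the sources used here, so no positions are reported. Of 28188 probe sets, 21789 carry 1 gene symbol, 1621 several and 4778 none. For 21698 of the first an identifier was found in the mouse gene table, which was used only to check names and updated 0 symbols. Genes were the 19938 symbols of probe sets with 1 symbol, and of several probe sets for a symbol the one with the highest mean over all arrays was kept. No filter on signal was applied, since the paper's text names none. The signal over background is not in the table, and the number of arrays limits the precision.

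All calculations used R 4.3.3 with limma 3.58.1 and statmod 1.5.0. One linear model of the 8 group means was fitted to all 16 arrays (8 residual degrees of freedom, 2.35 prior degrees of freedom), since 2 arrays against 2 alone leave few degrees of freedom. Moderated tests (eBayes) were two-sided, and p values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. Comparisons were Ik L/L against WT in CDPs and in MDPs under vehicle and under GSI, the difference between the genotype effects in CDPs and MDPs, GSI against vehicle in each of the 4 populations and averaged over them, the difference between the GSI effects in Ik L/L and WT CDPs, and WT CDPs against WT MDPs. On simulated data with the spread of these arrays, the fit recovered 93% of genes changed by a log2 of 1 and 99% of those changed by a log2 of 2, with 15 false calls among 207. This recovery does not carry over to every gene. In the arrays *Mpo* and *Spib* were not called in vehicle-treated Ik L/L CDPs at log2 fold changes of -2.28 and 2.31. Nor was *Eng* in vehicle-treated MDPs at 0.99. A missing call thus does not exclude a change of such a size. As in the paper, genes were also counted by fold change alone, as those whose mean in vehicle-treated Ik L/L CDPs was over 1.5-fold above or below the means of both vehicle-treated WT populations, with the share also over 1.5-fold in MDPs, the genes also over 1.5-fold with GSI in Ik L/L CDPs, and K-means clustering into 4 clusters. What chance gives for these counts was simulated 200 times, with the shared arrays kept and without the effect in question, once with independent arrays and, for the GSI count, once with arrays of the same replicate number varying together. In these simulations genes vary independently of each other. For the GSI counts both were repeated with deviations drawn as whole arrays from the 8 replicate differences, with random sign, so that genes vary together as in the arrays.

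Rules for the named genes were set before the data were examined: the 15 genes with the largest rise and the 15 with the largest fall in Ik L/L CDPs among those past the threshold whose arrays did not overlap, the 5 and 5 of each other comparison, every gene the paper names that has a probe set of its own, and from each list up to 4 members past the threshold or otherwise up to 2. Genes outside these rules are named as well, such as *Anpep*, which was named after its values were seen. Before the data were examined, 23 lists of genes were written from the paper and textbook knowledge: cDC genes, mature DC genes, MHC class II genes, pDC genes, DC progenitor genes, monocyte and macrophage genes, neutrophil genes, B cell genes, T and NK cell genes, erythroid and megakaryocyte genes, mast cell, basophil and eosinophil genes, TGFβ receptors and SMADs, TGFβ target genes, the 7 TGFβ targets the paper names with Ikaros binding, Notch target genes, NF-kB pathway genes, interferon response genes, cell cycle genes, γ-secretase subunits, cholesterol synthesis genes, stress response genes, DC regulators named in the paper and sex-linked genes. Each was tested by counts of called members, over all genes and adjusted over the list alone, by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry, adjusted over the lists within a comparison. A few genes of these lists have no probe set of their own and were left out.

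Alternatives set before the data were examined were re-centring of each array on its median, quantile normalization, filters at the median and the 75th percentile of signal, the mean of a gene's probe sets, all probe sets on their own, a trend and robust prior, array weights, the replicate number as a block in 2 forms, a fit of the compared groups alone, limma's treat against 1.5-fold, leaving out each array in turn, and other references and thresholds for the counts by fold change. Leaving out an array leaves its group with 1 array, which is then assumed to vary like the other groups. Added after seeing the data were leaving out together 2 GSI-treated arrays, an unadjusted p beside the fold change for GSI, the simulations with whole-array deviations and those for the sign of the genotype effect in MDPs. S1 Table, the ImmGen profiles, the gene set of Felker et al., Ingenuity Pathway Analysis, the GSEA and the chromatin data were not used.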

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

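The tests of explanations for the neutrophil genes were chosen only after the result was seen. For the genes changed with GSI, so were the choice of splits that do not part the WT arrays by number and the test and fold changes without 2 arrays. The splits of the arrays for the genes changed with GSI were written before.

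Some granule genes of neutrophils, which the paper does not discuss, were higher in vehicle-treated Ik L/L CDPs than in WT CDPs, with log2 fold changes of 4.66 for *Ltf* and 3.73 for *Camp*. Neutrophils carried along in the culture or the sort would raise all of their abundant transcripts, and 14 of the 18 neutrophil genes were higher, whereas *Mmp8*, an abundant collagenase gene of neutrophils, was at 11.07 in Ik L/L CDPs and 11.18 in WT CDPs, and *Elane* and *Mpo*, which DC progenitors also express, were lower. A lower share of progenitor RNA would raise the markers of every lineage alike, and the neutrophil median exceeded that of the B, T and NK cell genes by 1.63 (95% bootstrap interval over genes 0.748 to 3.01), but the lymphoid genes had a median signal of 4.14 in WT CDPs, below the 4.74 of all genes, where a small rise could be missed. The first sort excluded cells with the neutrophil antigens Gr1 and CD11b, and the 24 h co-culture and the second sort on CD45.2 followed, so carried-over neutrophils and neutrophil genes expressed by the progenitors cannot be told apart from these arrays. *Xist* and the Y-linked *Eif2s3y* were both above the median signal in 11 of the 16 arrays, which leaves a mixture of cells open as well. A release of neutrophil genes in progenitors with reduced Ikaros may also give this pattern and stays untested.

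Averaged over WT and Ik L/L MDPs and CDPs, GSI changed 61 genes, a comparison the paper does not report. Of 100 splits of GSI-treated and vehicle-treated arrays within each population, 6 called as many genes, the real one included, with 917 in the highest of the others, so by these splits, which ignore the replicate number, chance cannot be excluded. The 5 other splits called between 211 and 917 genes and all parted the WT arrays by replicate number in MDPs and in CDPs, as 13 of the drawn splits did, which points to a structure of the samples that goes with the replicate number; among the 87 splits that do not part them so, the real one included, the highest other called 52; with that number in the model GSI called 176 genes, and with genotype and number 254. A pair of arrays, GSI-treated WT MDP array 1 and WT CDP array 2, stood apart in the principal components (-0.78 on the fourth and 0.71 on the second), and without them 100% of the 61 genes kept their sign and an unadjusted p under 0.05. Their log2 fold changes without the pair were between 0.856 and 1.14 times those with all arrays (median absolute value 0.46 with and 0.48 without, median standard error 0.0687 and 0.0806), so these 2 arrays are not the whole cause of the changes. At an adjusted p under 0.05, 9 genes passed without the pair, 4 of them among the 61, as the standard errors rose with fewer arrays, so the calls themselves were not kept.

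The genotype effect differed between CDPs and MDPs by a test of the difference itself for 21 genes, for *Fscn1* by 3.95 on the log2 scale, and for the mature DC genes by a median of 1.16. The count falls to between 0 and 11 without 1 of several arrays, among them array 1 (0) and array 2 (5) of vehicle-treated WT MDPs, arrays 1 (3) and 2 (5) of vehicle-treated Ik L/L MDPs, array 2 of vehicle-treated WT CDPs (8) and Ik L/L CDPs (10), and either array of GSI-treated Ik L/L MDPs (11). The camera call of the mature DC list with an estimated correlation was lost without 4 of the 16 arrays (adjusted p up to 0.0712).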

How the results depend on the processing

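The settings that leave out 2 GSI-treated arrays together and that add an unadjusted p for GSI were chosen only after the results were seen. With only 2 arrays per group, a single array decides many calls. Neither the paper nor the labels say what the replicate number pairs. Over the 28 pairs of groups, the correlation across genes of the replicate differences ran from -0.254 to 0.658 (median 0.143), and over the pairs of WT groups alone from 0.140 to 0.585. In WT cells the Y-linked *Eif2s3y* was also high in all first and low in all second arrays, so the number goes with a difference between samples there. Of 3840 values of named gene results past the threshold under other settings, 2968 stayed past it, 872 did not and 0 reversed. Many of these settings alter the test and leave the fold change as it was. Some named genes were also chosen for arrays that did not overlap. The lack of reversals therefore carries little weight. The balance of rises and falls did turn in some settings: averaged over populations GSI raised 44 and lowered 17 genes, but 40 and 45 without array 2 of GSI-treated WT MDPs and 126 and 128 with genotype and number as a block, and in Ik L/L CDPs the 1 called gene rose but 2 fell and 0 rose without array 2 of the vehicle-treated cells. In WT CDPs GSI raised 2 genes and lowered 0, and this balance turned as well without array 1 of the GSI-treated cells. Signal over background is not in the files and could not be examined.

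With 1 array left out, the genes changed in Ik L/L CDPs ranged from 84 to 204 up (186 with all arrays) and from 4 to 96 down (49), those in Ik L/L MDPs from 0 to 25 up (21) and from 0 to 1 down (0), and those whose genotype effect differed between CDPs and MDPs from 0 to 29 (21). The genes changed with GSI ranged from 0 to 18 in Ik L/L CDPs (1), from 0 to 6 in WT CDPs (2), from 0 to 59 in WT MDPs (0), from 0 to 85 averaged over populations (61) and from 0 to 6 for the difference between genotypes (0), and those of WT CDPs against WT MDPs from 0 to 44 (19). *Eng* had log2 fold changes from 1.23 to 1.75 in CDPs and from 0.88 to 1.11 in MDPs. The genes over 1.5-fold numbered 752 to 1204 (983), the percent of them also changed in MDPs 21.9 to 31.3 (26.4), and those over 1.5-fold with GSI 95 to 250 (120).

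With arrays re-centred on the median, GSI called 0 genes in WT CDPs and 17 averaged over populations, and the share of the latter that rose was 52.9% against 72.1% as deposited. Quantile normalization gave 2 genes down in MDPs, 1 with GSI in WT CDPs and 96 with GSI averaged. A filter at the median signal gave 6 genes with GSI in Ik L/L CDPs and 29 in WT CDPs against MDPs. *Cyp1b1* was not among the genes called with GSI in Ik L/L CDPs under this filter or the next, which may have dropped it for low signal. The filter at the 75th percentile, with fewer genes tested, gave 11 genes for the CDP against MDP difference, 3 with GSI in Ik L/L CDPs, 39 in WT CDPs against MDPs, 647 genes over 1.5-fold, 29.4% of them also in MDPs, and 77 with GSI. All probe sets tested on their own gave 0 with GSI in WT CDPs. A trend and robust prior gave 32 up and 3 down in MDPs, 12 with GSI in Ik L/L CDPs, 1 in WT CDPs, 1 for the difference between genotypes and 37 in WT CDPs against MDPs. Array weights gave 11 with GSI in Ik L/L CDPs, 0 in WT CDPs and 10 in WT CDPs against MDPs. With the replicate number as a block, 117 genes fell in CDPs, 34 rose in MDPs, and GSI called 6 in Ik L/L CDPs, 5 in WT CDPs and 176 averaged, with 35 in WT CDPs against MDPs. In all 365 genes were then called in CDPs, of which 234 are among the 235 called without the block. With genotype and number, GSI called 5, 6 and 254 in these comparisons and 43 genes differed in WT CDPs against MDPs. A fit of the compared groups alone, with few residual degrees of freedom, called 4 up and 0 down in CDPs, 7 up in MDPs, 3 for the CDP against MDP difference, 0 with GSI in Ik L/L or WT CDPs and 5 in WT CDPs against MDPs, and *Eng* in CDPs kept its log2 fold change of 1.49 at an adjusted p of 0.218. The treat test, which asks for more than 1.5-fold, called 56 up and 0 down in CDPs, 10 up in MDPs, 7 for the CDP against MDP difference, 0 with GSI in Ik L/L CDPs, in WT CDPs or averaged, and 5 in WT CDPs against MDPs, and gave *Eng* in CDPs (1.49) an adjusted p of 0.543. The adjusted p of *Eng* ranged from 0.00718 to 0.543 over all settings. Without both GSI-treated WT MDP array 1 and WT CDP array 2, 1 gene fell in MDPs, 11 passed for the CDP against MDP difference, and GSI called 4 in Ik L/L CDPs, 0 in WT CDPs, 1 in WT MDPs and 9 averaged. Over a 2-fold threshold 347 genes set Ik L/L CDPs apart, with each array beyond each WT array 316, and with an adjusted p 210. The genes also over 1.5-fold with GSI were 212 with a response in either genotype, 0 with an adjusted p and 70 with an unadjusted p. The percent also changed in MDPs was 20.3 by K-means clusters and 46.7 at the lower fold threshold for MDPs. Apart from the filters, the fit of fewer arrays and the stricter thresholds, whose construction tests fewer genes or asks for more, the cause was not tested.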

Differences from the paper's values

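All alternatives named here were set before the data were examined, except the unadjusted p for GSI and the simulations for the sign in MDPs, which were chosen after seeing the values.

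Of the genes over 1.5-fold in Ik L/L CDPs, 120 were also over 1.5-fold with GSI in Ik L/L CDPs, where the paper's reported value is 70 at the same fold threshold, without a stated test. Among the alternatives set before the data were examined, the filter at the 75th percentile of signal (77) and leaving out array 2 of vehicle-treated WT CDPs (95) come within 1.5 times of the paper's value. The others do not: re-centring gave 125, quantile normalization 122, the filter at the median signal 118, the mean of probe sets 119, all probe sets 135, the reference of WT CDPs alone 128, a response in Ik L/L or WT CDPs 212, an adjusted p for GSI 0, and leaving out 1 other array between 118 and 250. Asking for an unadjusted p under 0.05 beside the fold change, a setting chosen after seeing the values, gave 70. S1 Table was not used here, so how many of the paper's own genes that setting drops is unknown.

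The paper states that most of the deregulated genes are deregulated in Ik L/L CDPs and not in MDPs. By the same 1.5-fold threshold 26.4% of the 983 genes were also changed in MDPs, which leaves most of them below it there, and the genotype effect itself differed between CDPs and MDPs for 21 genes of 19938 tested. In sign the populations were closer. Of the 235 genes called in CDPs, 204 had the same sign in MDPs, a comparison without shared arrays, where simulations without a genotype effect in MDPs gave 98 to 141 with genes varying independently and 0 to 170 with deviations drawn as whole arrays. Of the 983 genes 86.4% had the same sign, but these were chosen with WT MDP arrays that the MDP effect also uses. For them the same simulations gave 51.9% to 60.7% and 0% to 91.5%. Same-numbered arrays did not vary together in these simulations. Yet the replicate differences of vehicle-treated MDPs and CDPs had a correlation across genes of 0.292 in WT and 0.291 in Ik L/L cells. How far such shared deviations raise the agreement in sign was not tested.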

Other observations

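The prediction for the endoplasmic reticulum genes as a group was written before its test, on a list drawn up once the genes changed by GSI were known; its splits, and the tests of deregulated genes that moved toward or away from WT with their simulations, were chosen only after the result was seen.

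WT CDPs differed from WT MDPs in vehicle by genes of DC identity, among others. *H2-Eb1* was 26.5-fold and *H2-Ab1* 23.3-fold higher in CDPs (adjusted p = 0.00378 and 0.00341 from limma), and the DC lectin gene *Cd209a* was higher by 3.46 on the log2 scale (adjusted p = 0.00939), the pDC marker *Siglech* by 4.29-fold (adjusted p = 0.0324) and *Il1b*, the interleukin 1 beta gene, by 7.07-fold (adjusted p = 0.0218). Of the 9 MHC class II genes 4 rose over all genes and 5 when adjusted over the list alone (median log2 fold change 1.83, camera adjusted p = 4.49e-21, and adjusted p = 0.0215 with an estimated correlation), and of 23 pDC genes 1 and 8 (median 0.66, camera adjusted p = 7.75e-14, and adjusted p = 0.0484 with an estimated correlation). DC progenitor genes had a median of -0.30, with 0 called by limma (10 at an unadjusted p under 0.05; camera adjusted p = 4.53e-05, and adjusted p = 0.255 with an estimated correlation). Medians of some lists outside DC identity kept their sign as well, which is not a test of a difference. Camera calls of the NF-kB and TGFβ target lists with an estimated correlation were lost without most single arrays. With each array left out in turn, the median log2 fold change of the interferon response genes ran from 0.64 to 0.88. It ran from 0.17 to 0.86 for the NF-kB pathway genes and from 0.04 to 0.37 for the TGFβ target genes. For the neutrophil genes it ran from -0.51 to -0.12. *Jun* and the T and NK cell gene *Klrd1* were also among the called genes. In all 19 genes rose and 0 fell (1072 at an unadjusted p under 0.05). Some genes fell under other settings, such as 3 beside 23 that rose with quantile normalization. The counts given next hold rises and falls together. The 19 were 0 without either vehicle-treated WT MDP array, 3 and 44 without array 1 or 2 of vehicle-treated WT CDPs, 11 without either GSI-treated Ik L/L MDP array and 9 without either vehicle-treated Ik L/L CDP array. With an estimated correlation the camera call of the MHC class II list was lost without either vehicle-treated WT MDP array or array 1 of vehicle-treated WT CDPs (adjusted p up to 0.0978) and that of the pDC list without 14 arrays (up to 0.166), that of the DC progenitor list with the preset correlation was lost without array 1 of vehicle-treated WT CDPs (0.102), and *H2-Ab1* and *H2-Eb1* lost their calls without 2 (adjusted p up to 0.0813 and 0.0837), *Cd209a* without 3 (up to 0.111), *Il1b* without 6 (up to 0.185) and *Siglech* without 14 (up to 0.267). Of the 19 genes, 6 also rose in Ik L/L against WT MDPs, where independent lists would share 0.0200. Simulated arrays without effects, in which genes vary independently of each other, shared 1 at most. Both comparisons use the vehicle-treated WT MDP arrays. Dividing these arrays leaves each comparison 1 WT MDP array, which is too few to decide whether the overlap holds.

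Averaged over the 4 populations, GSI raised 44 genes and lowered 17, a balance that did not hold in other settings: 9 and 8 with arrays re-centred on the median, 91 and 85 with the replicate number as a block, 126 and 128 with genotype and number, and 40 and 45 without array 2 of GSI-treated WT MDPs. *Casp6*, an effector caspase gene, rose 2.48-fold and *Rbpms*, an RNA-binding protein gene, fell by 1.24 on the log2 scale (adjusted p = 0.00907 for both). *Hpgd*, which encodes a prostaglandin dehydrogenase, and *Cx3cr1*, the fractalkine receptor gene of monocytes and DCs, had log2 fold changes of -2.07 and -1.34 (adjusted p = 0.0199 for both), and *Slc30a4*, a zinc transporter gene, and *Cdh1* had 1.46 and 1.43 (adjusted p = 0.0268 for both). Of 19 interferon response genes 18 were lower, with 0 called by limma over all genes (12 at an unadjusted p under 0.05) and 9 when adjusted over the list alone (median -0.36, camera adjusted p = 4.98e-09, and adjusted p = 0.426 with an estimated correlation). With each array left out in turn, their median ran from -0.43 to -0.27, and the count of 9 was not stable. The 18 NF-kB pathway genes had a median of -0.20 (0 called and 0 when adjusted over the list alone, 5 at an unadjusted p under 0.05, camera adjusted p = 2.10e-04, and adjusted p = 0.426 with an estimated correlation). Their median ran from -0.23 to -0.15 with each array left out in turn, and the lack of list calls did not hold for every array. Of the 13 genes of TGFβ receptors and SMADs 4 fell when adjusted over the list alone (0 over all genes, 5 at an unadjusted p under 0.05, camera adjusted p = 4.94e-04, and adjusted p = 0.0662 with an estimated correlation). The 17 cholesterol synthesis genes were all higher with GSI in Ik L/L CDPs (median 0.24, 0 called by limma, 3 at an unadjusted p under 0.05, camera adjusted p = 1.26e-06, and adjusted p = 0.512 with an estimated correlation), and had a median of -0.09 in WT CDPs (camera adjusted p = 0.0371, and adjusted p = 0.630 with an estimated correlation; the camera call was lost without 6 of the 16 arrays, adjusted p up to 0.734). Without 1 array the 61 genes ranged from 0 to 85, and fell by more than 1.5 times without 9 of the 16 (8 and 35 without array 1 or 2 of vehicle-treated and 30 without array 1 of GSI-treated WT MDPs, 17 without array 1 of vehicle-treated and 5 without either of the GSI-treated Ik L/L MDPs, 8 and 0 without array 1 or 2 of vehicle-treated and 10 without array 2 of GSI-treated Ik L/L CDPs), and *Casp6* and *Rbpms* lost their calls only without array 2 of vehicle-treated Ik L/L CDPs (adjusted p = 0.0538 for both, ranges from 0.00525 and 0.00741). *Hpgd* and *Cx3cr1* lost theirs without 6 arrays (adjusted p up to 0.0703), *Slc30a4* without 7 and *Cdh1* without 9 (up to 0.111 for both).

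The 6 measured γ-secretase subunits had a median log2 fold change of -0.10 in Ik L/L against WT CDPs and of -0.13 with GSI averaged over populations, the 17 cholesterol synthesis genes 0.02 for genotype in CDPs, and the 14 stress response genes 0.17 for genotype in CDPs and 0.02 with GSI (3 higher with GSI when adjusted over the list alone). For genotype in CDPs, limma called 0 genes of these lists over all genes or when adjusted over the list alone (0, 0 and 1 at an unadjusted p under 0.05), with camera adjusted p values of 0.496, 0.214 and 0.0771 (adjusted p = 0.758, 0.735 and 0.204 with an estimated correlation).

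Of the 4 measured sex-linked genes, 0 were called by limma for genotype in CDPs over all genes or when adjusted over the list alone (1 at an unadjusted p under 0.05; median 0.41, camera adjusted p = 0.889, and adjusted p = 0.893 with an estimated correlation). The Y-linked *Eif2s3y* was at 6.87, 6.63, 6.90 and 6.74 in the first WT arrays (vehicle and GSI in MDPs, then in CDPs) and at 3.52, 3.27, 3.16 and 3.06 in the second ones. In Ik L/L cells it was at 6.07 and 7.04 in vehicle-treated MDPs, 5.89 and 3.33 in GSI-treated MDPs, 6.17 and 6.73 in vehicle-treated CDPs and 6.05 and 6.71 in GSI-treated CDPs. *Xist*, which is expressed from the inactive X chromosome, was between 7.42 and 9.37 in all 16 arrays. Both genes were above the median signal in 11 arrays, as in a mixture of male and female cells, and whether cells were pooled or carried along in the co-culture cannot be decided from these arrays.

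Genes of protein entry into the endoplasmic reticulum and its folding machinery may rise together with GSI. Of 54 such genes, 53 were measured and 15 were among the called genes. Of the 38 not called, 37 were higher with GSI averaged over populations (median 0.24, against 0.01 for all genes), and camera with an estimated correlation of 0.295 gave p = 0.00836 against the other genes not called. In 100 splits of the arrays within populations, 1 gave a median over the list as far from 0, the real one itself (0.30, with 0.29 the highest of the others). The list holds genes called on the real labels, which favours the real split, so these splits do not decide whether chance can be excluded. Medians were 0.38 and 0.34 in Ik L/L and WT CDPs and 0.27 and 0.26 in Ik L/L and WT MDPs. Without GSI-treated WT MDP array 1 and WT CDP array 2 the median of the genes not called was 0.28.

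The genes over 1.5-fold both for genotype and for GSI in Ik L/L CDPs might reflect chance differences of the vehicle-treated Ik L/L CDP arrays that both comparisons share. Such differences would mostly give genes that move back toward the WT level: simulated arrays without a GSI effect gave 94.1 of these on average (range 65 to 115) with independent arrays and 11.3 (range 4 to 23) with arrays of the same replicate number varying together, and 65 were seen. The replicate differences of vehicle-treated and GSI-treated Ik L/L CDPs had a correlation of 0.658 across genes, which speaks against independent arrays. In these simulations, however, genes vary independently of each other. With deviations drawn as whole arrays the counts that moved back ranged from 0 to 527 with independent arrays and from 0 to 482 with same-numbered arrays varying together. The 55 genes that moved away from the WT level exceed the highest counts of the first simulations (42 and 14), but not those with whole-array deviations (ranges 0 to 166 and 0 to 76). For both groups of genes, chance differences of the shared arrays and an effect of GSI cannot be told apart.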
